# Dynamic Chromatin Localization of Sirt6 Shapes Stress- and Aging-Related Transcriptional Networks

**DOI:** 10.1371/journal.pgen.1002153

**Published:** 2011-06-30

**Authors:** Tiara L. A. Kawahara, Nicole A. Rapicavoli, Angela R. Wu, Kun Qu, Stephen R. Quake, Howard Y. Chang

## Abstract

The sirtuin Sirt6 is a NAD-dependent histone deacetylase that is implicated in gene regulation and lifespan control. Sirt6 can interact with the stress-responsive transcription factor NF-κB and regulate some NF-κB target genes, but the full scope of Sirt6 target genes as well as dynamics of Sirt6 occupancy on chromatin are not known. Here we map Sirt6 occupancy on mouse promoters genome-wide and show that Sirt6 occupancy is highly dynamic in response to TNF-α. More than half of Sirt6 target genes are only revealed upon stress-signaling. The majority of genes bound by NF-κB subunit RelA recruit Sirt6, and dynamic Sirt6 relocalization is largely driven in a RelA-dependent manner. Integrative analysis with global gene expression patterns in wild-type, *Sirt6−/−,* and double *Sirt6−/− RelA−/−* cells reveals the epistatic relationships between Sirt6 and RelA in shaping diverse temporal patterns of gene expression. Genes under the direct joint control of Sirt6 and RelA include several with prominent roles in cell senescence and organismal aging. These data suggest dynamic chromatin relocalization of Sirt6 as a key output of NF-κB signaling in stress response and aging.

## Author Summary

Sirtuins (Sirt) are a family of enzymes that modify chromatin and other proteins to affect gene activity. Loss of Sirt6 leads to a progeria-like phenotype in mice, but the target of SIRT6 action has been elusive. Here we show that Sirt6 binds to thousands of gene promoters in a stress-inducible fashion, guided by the stress-responsive transcription factor NF-κB. Both the departure and arrival of Sirt6 alter gene expression, shaping the temporal dynamics of NF-κB transcriptional response and directly controlling the expression of other key regulators of aging. These findings provide the first view of how an oscillatory transcription factor can drive a progression of chromatin changes over time.

## Introduction

Silent Information Regulator-2 (*Sir2*) encodes an NAD-dependent histone deacetylase that links chromatin regulation to genomic stability, gene silencing and lifespan in yeast. Sir2 deacetylates lysines in the amino terminal tails or histones H3 and H4 and in the globular core of histone H3 [1]–[4]. Mutations disrupting Sir2 mutation leads to global hyperacetylation of histones H3 and H4. Increased rDNA recombination and dysfunctional mating type loci silencing occurs, thus contributing to accelerated cellular aging and reduced replicative lifespan in yeast. Conversely, enhanced Sir2 function in several model organisms can increase lifespan [5].

Seven Sir2 homologues exist in the mammalian genome, termed sirtuins (SIRT1-7) [6]–[7]. The chromatin-associated sirtuin, SIRT6, is an important regulator of gene expression and genome integrity [8]–[13]. SIRT6 specifically deacetylates lysine 9 and 56 of histone H3 (H3K9Ac and H3K56Ac), and its deacetylase activity is involved in inhibition of gene expression [9]–[10], [12]. The NF-κB subunit RELA can recruit SIRT6 via direct protein-protein interaction to the promoters of several NF-κB target genes. SIRT6 then deacetylates H3K9Ac and destabilizes RELA occupancy, leading to termination of NF-κB-dependent gene expression [10]. It is unclear whether this model applies generally to most or to only select NF-κB target genes. Recently, it has been demonstrated that SIRT6 can act as a corepresser of the transcription factor, Hif1a, suggesting that SIRT6 may interact with additional regulators to modulate gene expression in a variety of contexts [12]. Additionally, the full set of genes targeted by SIRT6 remains to be determined.

NF-κB comprises a family of transcription factors that control the expression of genes involved in cells survival, senescence, inflammation, immunity and aging [14]. NF-κB proteins are responsive to stress signals including infection, inflammation, DNA damage, oxidative stress and metabolic stress. In response to such signals, the IκB kinase (IKK) complex phosphorylates the IκB proteins which bind and sequester NF-κB proteins in the cytoplasm. Phosphorylated IκB is subsequently ubiquitinated and degraded, and liberated NF-κB translocates into the nucleus to activate transcription of its target genes, including regulators of the NF-κB pathway [15]–[16]. As a result of negative feedback loops, NF-κB shuttles in and out of the nucleus, and target gene expression can be oscillatory. Intriguingly, subsequent rounds of NF-κB can activate different target genes due to chromatin changes induced by the pioneering round of NF-κB activation [17]–[18].

Disruption of *Sirt6* in mice results in a degenerative phenotype resembling premature aging [11]. Importantly, concomitant heterozygous knockout of RelA allows a significant fraction of mice to overcome the degenerative phenotypes and avoid lethality [10]–[11]. This genetic epistasis supports a model where Sirt6 limits excessive NF-κB-dependent transcription in order to promote longevity. NF-κB activity also increases with age in mice and humans, and is required to enforce cellular senescence and tissue aging [19]. Genes jointly controlled by Sirt6 and NF-κB should include important contributors to aging, but to date, the identity of relevant target genes are not known. In this respect, we determine the targets of Sirt6 genome-wide, reveal dynamic movement of Sirt6 during stress signaling and identify joint target genes, many of which are linked to aging.

## Results

### Dynamic relocalization of Sirt6 genome-wide upon stress signaling

We hypothesized that Sirt6 is a stress-responsive chromatin modifier, and that Sirt6 itself may relocalize to distinct target genes upon stress signaling. We used genome-scale chromatin immunoprecipitation (ChIP)-chip assays with high-density oligonucleotide arrays to analyze the binding patterns of Sirt6 and RelA in mouse embryonic fibroblasts (MEF) before and after TNF-α addition. Because we and others have observed that histone acetylations and Sirt6 occupancy are clustered in promoter regions upstream of the transcriptional start site (TSS) [10], [12], [20], we used whole genome promoter arrays tiling 3.25 kb upstream to 0.75 kb downstream of the TSS. Wild-type MEFs were treated with TNF-α for 0, 15, 30 or 60 minutes, and chromatin was immunoprecipitated using an antibody recognizing Sirt6. *Sirt6−/−* MEFs were also similarly treated as a negative control (Figure S1A, Table S1). We identified sequences bound by SIRT6 with 90% confidence using Nimblegen's peak calling software and subtracted nonspecific targets identified in the *Sirt6−/−* MEFs. Altogether, Sirt6 can dynamically bind up to 5050 gene promoters (Figure 1A, Table S2). Sirt6 bound 1899 genes in unstimulated cells. Notably upon TNF-α signaling, Sirt6 moved away from a large percentage of these site (684 of 1899), and relocalized to a much expanded set of genes (4366). Sirt6 occupancy also showed a striking periodic pattern: Sirt6 inducibly bound to thousands of genes at 15 minutes after TNF-α treatment, disengaged most of these sites at 30 minutes, and then re-engaged but also bound new sites at 60 minutes after TNF-α treatment. Thus, Sirt6 occupancy on chromatin is surprisingly dynamic and is globally reconfigured upon a specific stimulus.

**Figure 1:**
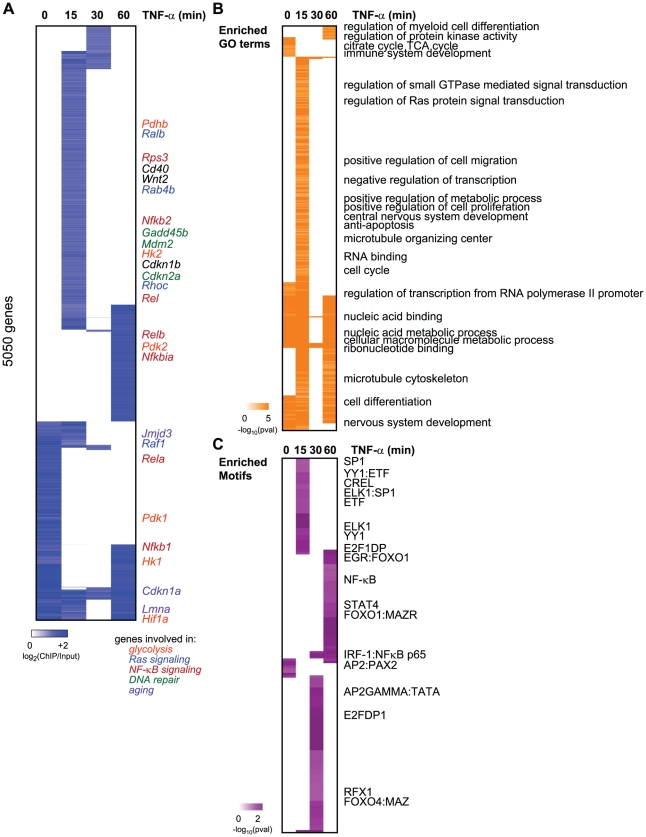
Dynamic relocalization of Sirt6 genome-wide upon stress-signaling. (A) Endogenous Sirt6 targets the promoter of 5050 genes in the presence or absence of TNF-α. The heatmap displays the binding data as the degree of enrichment of ChIP DNA over total genomic DNA. (B) Shown are the gene ontologies (GO) terms significantly induced (pval<.05, Benjamini) among Sirt6 targets in wild-type MEFs following treatment with TNF-α. Intensity of orange is representative of the degree of significance. (C) Shown are the motif modules significantly induced (pval<.05) among Sirt6 targets in wild-type MEFs following treatment with TNF-α. Intensity of purple is representative of the degree of significance [-ln(pval)].

The dynamic relocalization of Sirt6 at each time point is biologically coherent and enriched for specific functions and sequence motifs. Promoters bound by SIRT6 are enriched for genes with roles in the cell cycle, regulation of small GTP-ase activity, immune system development, nucleic acid binding and anti-apoptosis (FDR<0.05, Benjamini-Hochberg test) (Figure 1B). It has been previously shown that SIRT6 negatively regulates expression of glucose homeostasis by binding promoters of glycolytic genes and deacetylating H3K9Ac [12]. Consistent with this, we observed the citrate acid TCA cycle as a function highly enriched for among the genes bound by Sirt6 at baseline. We also observe Sirt6 binding the promoters of *Pfk1* and *Ldha*, as previously reported [12]. Sirt6 bound the promoter of many other glycolysis-related genes including *Pdk1*, *Pdk2* and *Hif1α*. In addition, Sirt6 has been shown to be required for Ras-mediated epigenetic silencing of the pro-apoptotic *Fas* gene [21]. Interestingly, we find that our TNF-α-induced Sirt6 targets are enriched for genes involved in regulation of Ras protein signal transduction. These genes include *Ralb*, *Raf1*, *Rhoc*, *Rab4b* and *Rab30*, *Rasgrp2* and *Nkiras1*.

We next searched for transcription factor binding motifs enriched for among SIRT6 bound promoters using motif module map [19] (Figure 1C). The NF-κB RelA motif along with other three other NF-κB motifs were significantly enriched. Consistent with our previous genes expression analyses revealing *Nfkbia, Nfkb1,* and *Nfkb2* as candidate target genes coregulated by RelA and Sirt6, these genes showed inducible SIRT6 binding to these targets upon stimulation with TNF-α [10]. Interestingly, we also detect the SP1, STAT1/3, ELK1, E2F1 and FOXO1/4 as highly enriched motifs (p<0.05, hypergeometric distribution).

### RelA occupancy genome-wide shows similar dynamics as Sirt6

To compare the Sirt6 occupancy profile with that of NF-κB, we mapped RelA occupancy by ChIP-chip after TNF-α treatment for 0, 15, or 30 minutes. NF-κB is normally found in the cytoplasm, but upon TNF-α stimulation, NF-κBis transported to the nucleus where it binds to the promoter of target genes. Activation of NF-κBexhibits oscillatory behavior when stimulated by TNF-α [22]–[23]. Further studies have revealed that within a given population of cells, not all cells respond to TNF-α and at high doses of TNF-α (>0.5 ng/mL), NF-κBprotein peaks in the nucleus 20 minutes post stimulation [24]. We found that the 60 minute time point for RelA showed variable ChIP signal, possibly due to loss of synchrony RelA oscillation [10], [24], and for these reasons we did not analyze this time point by ChIP-chip. *RelA−/−* MEFs were also similarly treated as a negative control (Figure S1B). Altogether, RelA was found to occupy a total of 2738 genes with 80% confidence (Figure 2A). RelA bound 13% of genes in unstimulated cells and 91% of the 2738 genes in the presence of TNF-α. With our method, we were able to confirm the binding of RelA to 110 genes previously identified to be bound by RelA [25]–[26]. These genes include *Bcl3*, *Bcl6*, *Rac2*, *Traf1*, *Il6st*, *Hoxa7*, *Elk1*, *Junb* and *Relb*. It should be noted that previous studies interrogating genome-wide binding of RelA to DNA were carried out in a different species and in response to LPS, in which the periodic NF-κB response may be partially obscured by antiphasic feedback loops [22]–[23],. Importantly, RelA occupancy also peaks at 15 minutes and redistributes at 30 minutes after TNF-α treatment in a very similar pattern to Sirt6 occupancy.

**Figure 2:**
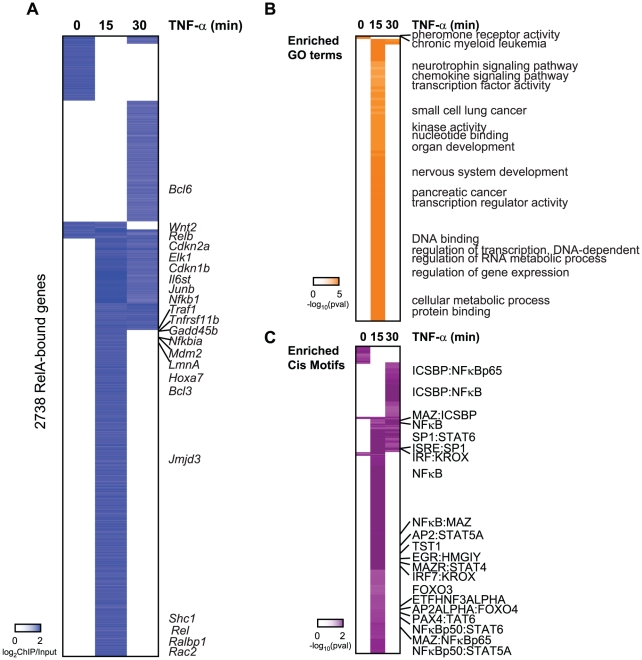
Binding of RelA resembles the occupany pattern of Sirt6. (A) Endogenous RelA targets the promoters of 2738 genes in the absence or presence of TNF-α. The heatmap displays the binding data as the degree of enrichment of ChIP DNA over total genomic DNA. (B) Shown are the gene ontologies (GO) terms significantly induced (pval<.05, Benjamini) among RelA targets in wild-type MEFs following treatment with TNF-α. Intensity of orange is representative of the degree of significance. (C) Shown are the motif modules significantly induced (pval<.05) among RelA targets in wild-type MEFs following treatment with TNF-α. Intensity of purple is representative of the degree of significance [-ln(pval)].

RelA target genes are enriched for genes with similar functions and motifs as SIRT6 targets. These include chemokine signaling, immune system development, nervous system development, and pathways in cancer (p<.05, Benjamini) (Figure 2B). Specific cancer pathways that were highly enriched for by our RelA targets include chronic myeloid leukemia, glioma, small cell lung cancer, pancreatic cancer. As anticipated, the NF-κB RelA motif along with 14 instances of gene sets containing related NF-κB motifs were significantly enriched (Figure 2C), highlighting the high quality of our ChIP-chip technique. We also detect motifs containing ICSBP, MAZ, SP1, KROX, PAX4, STAT4/5A/6, TST1 and EGR highly enriched for (p<.05, hypergeometric mean).

### RelA drives dynamic relocalization of Sirt6 genome-wide

The direct physical interaction of RelA and Sirt6 raises the hypothesis that RelA can drive the stress-responsive relocalization of Sirt6 genome-wide, thereby allowing Sirt6 to deacetylate histones occupying the promoters of NF-κB target genes. The importance of RelA in Sirt6 function has been demonstrated by the ability of *RelA* haplo-insufficiency to rescue the lethality and degenerative phenotypes of *Sirt6* knockout mice [10]. While genes occupied by Sirt6 independently of RelA may well be interesting from other perspectives [also suggested by our data (Figure 1C)], we reasoned that genes under the joint regulation of Sirt6 and RelA must be central to Sirt6 function in promoting organismal longevity and health. Joint occupancy by Sirt6 and RelA should be an efficient approach to prioritize functional target genes among the numerous Sirt6-bound genes.

Indeed, RelA and Sirt6 significantly colocalized to the same genomic sites (Figure 3A, 3B). RelA and Sirt6 bound to 2738 and 5050 promoters, respectively, of which 1481 promoters were in common (p<2.5×10^−286^, hypergeometric distribution) (Figure 3B, Table S3). This striking number represents 54% and 29% overlap of all RelA and Sirt6 targets, respectively, and suggests that Sirt6 and RelA collaborate to regulate a large fraction of their target genes. Moreover, when Sirt6 and RelA co-occupied the same promoters, Sirt6 and RelA bound at sites less than 500 base pairs apart—the shearing size of our chromatin fragments and limit of resolution— for the majority of targets (65%, Figure 3C). To provide direct genetic proof of the requirement of RelA for Sirt6 mobilization, we performed Sirt6 ChIP-chip in *RelA−/−* MEFs following induction with TNF-α for 0, 15, 30 and 60 minutes. Sirt6 and RelA do not influence each other's protein level [10]. We compared the binding of Sirt6 to the shared Sirt6 and RelA targets in *RelA−/−* cells to wild-type cells. Consistent with our hypothesis, Sirt6 occupancy was completely abrogated for 49% of shared targets (Figure 3D), most of which are inducibly targeted to chromatin by TNF-α treatment in wild-type cells. These genes include *Nfkbia*, *Gadd45b*, *RelB*, *Ralbp1*, *Cdkn2a* and *Cdkn1b*. For a number of canonical NF-κB target genes including *Nfkb1*, *HoxA7* and *Rel*, however, Sirt6 binding was reduced but not abrogated, suggesting that other NF-κB family members can potentially compensate and target Sirt6 to the promoters of NF-κB targets. In genes bound by Sirt6 but not RelA, Sirt6 occupancy at many genes is also altered in *RelA−/−* cells, possibly due to indirect effects of RelA (Figure S2). Together, these data suggest that a substantial part of dynamic Sirt6 localization to chromatin is driven by RelA.

**Figure 3:**
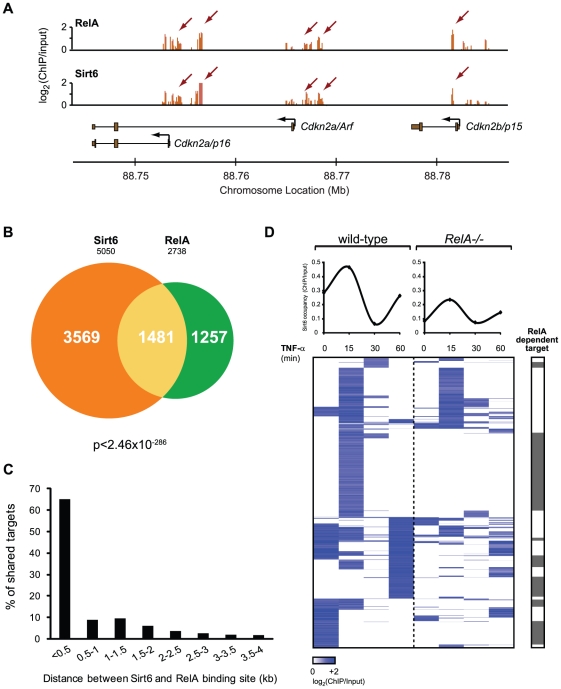
RelA drives dynamic relocalization of Sirt6. (A) Example of ChIP-chip data for Sirt6 and RelA show substantial similarity. (B) Venn diagram representing the overlap of Sirt6 and RelA promoter bound regions. (C) RelA and Sirt6 bind shared targets within 500 bp of each other. The distance between RelA and Sirt6 binding sites and the percentage of shared targets with the corresponding distance is plotted. (D) Sirt6 occupancy at promoters shared by RelA is largely dependent on RelA. Shown is a heat map displaying the ChIP binding data in wild-type and *RelA−/−* MEFs following TNF-α treatment for the indicated times, for 1481 gene promoters shared by RelA and Sirt6. The average binding of Sirt6 for each sample (column) is plotted above. The grey bar indicates that Sirt6 binding is completely abrogated in *RelA−/−* samples. 49% of shared Sirt6 targets are dependent on RelA.

### Gene expression consequences of interplay between Sirt6 and RelA

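RNA levels were measured in mouse embryonic fibroblasts (MEFs) of 3 genotypes, wild-type, *Sirt6−/−* and *Sirt6−/−RelA−/−*, before TNF-α (0 h) and at 1.5, 6 and 24 h of TNF-α at 20 ng/mL, with 1 Illumina bead array for each of the 12 conditions. The deleted genes were looked at first. The probe for *Sirt6* had intensities of 37.6 to 44.2 on the wild-type arrays and of -8.50 to 12.0 on the arrays of both knockouts. *Rela*, which encodes the NF-κB subunit RelA, had intensities of 674 to 1303 in wild-type cells, 1025 to 1446 in *Sirt6−/−* cells and 172 to 187 in *Sirt6−/−RelA−/−* cells, so that it fell by 2.85 on the log2 scale from *Sirt6−/−* to *Sirt6−/−RelA−/−* cells (standard error 0.13, adjusted p = 8.58e-09 from limma, lower at 4 of 4 times). The *Sirt6−/−RelA−/−* arrays also differed from the others in sex-linked transcripts. The Y-linked gene *Eif2s3y* had a mean intensity of 835 on them and was at the floor on the 8 other arrays, and the X-linked RNA *Xist* had a mean of 7.22 on them, against 96.5 in wild-type and 83.3 in *Sirt6−/−* cells. This is the pattern of male cells on the *Sirt6−/−RelA−/−* arrays and of female cells on the others. Every comparison of *Sirt6−/−RelA−/−* cells with another genotype therefore also compares cultures that differ in these transcripts. Between *Sirt6−/−* and wild-type cells, 2569 of 6096 tested genes changed at an adjusted p under 0.05, 1531 of them higher and 1038 lower in *Sirt6−/−* cells. The share of higher genes, 59.6%, was 50.3% (1276 higher, 1262 lower) after centring arrays on their median and 51.6% (1294 higher, 1216 lower) after quantile normalization, both chosen after the data were seen. Of the 2569 genes, 405 changed by at least 2-fold, 231 higher and 174 lower.

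The authors extracted total RNA with TRIzol, labelled cRNA with Cy5 and hybridized it to the arrays. The deposited values are linear intensities, already background subtracted and scaled between arrays by the authors' software. The processing notes name GenomeStudio and give no version. Of the 25697 probes, 23978 carry a single gene symbol and 1719 carry none. On each array, 7461 to 7547 probes had an intensity of at least 100. Because 17.7% of the values were negative, values under 16 were set to 16 before taking log2. This floor is 2.62 times the largest root mean square of the negative values on any array. Genes that reached 100 on at least 1 array, the detection value in the paper's methods, were tested, each by its brightest probe. Where arrays of the lower genotype were at the floor, the fitted fold, taken over log2 values, is a bound.

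Genotypes were compared with limma, with time as a term (6 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method. The effect of TNF-α at 1.5 h was fitted on wild-type and *Sirt6−/−* cells together, with separate times for *Sirt6−/−RelA−/−* cells (3 residual degrees of freedom). The gene lists described here were fixed before the data were examined, and were tested with camera at a preset correlation of 0.01, adjusted over 135 tests. There are no replicates of a condition. Each p of a genotype comparison measures how steady the difference was over the 4 times, not how it varies between embryos. The p of the TNF-α response sets its size against the departure of the wild-type and *Sirt6−/−* time courses from parallel. The p of its difference in *Sirt6−/−RelA−/−* cells rests on that same spread, with single arrays of these cells at 0 and 1.5 h. A genotype cannot be told apart from the culture it was measured in. The wild-type 0 h array correlated less with its own genotype than the others did (mean r across genes 0.973, against a median of 0.988 over the 12 arrays).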

We next measured the global gene expression patterns of wild-type, *Sirt6−/−* or *Sirt6-/-RelA−/−* cells in the temporal response to TNF-α. We focused on genes with promoters bound by Sirt6 and RelA in order to understand the consequences of Sirt6 and RelA binding. A further goal is to identify candidate genes that may drive the aging process because genetic evidence suggests a critical role for genes jointly regulated by Sirt6 and RelA [10]. We were able to detect expression in 480 out of the 1481 targets shared by RelA and Sirt6 (Figure 4A). Out of these 480 genes, 301 genes exhibited an expression pattern consistent with antagonistic regulation by RelA versus Sirt6. Specifically, expression of these genes was elevated in *Sirt6−/−* cells compared to wild-type and correspondingly reduced in *Sirt6−/− RelA−/−* cells. 

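Genes of NF-κB signaling, growth arrest and cell division were among those with signal. Of 21 listed genes of the NF-κB family and its feedback, 12 reached an intensity of 100 on at least 1 array, among them *Nfkbia*, *Relb*, *Nfkb2* and *Tnfaip3*. So did 21 of 35 listed inflammatory cytokines, chemokines and related genes, 17 of 22 p53 targets and 29 of 35 genes of the cell cycle. Several genes of interest stayed under 100. The highest intensity of *Wnt2* was 62.5, that of the cytokine gene *Il6* was 90.0 and that of the cell cycle inhibitor gene *Cdkn1b* was 18.3. Over the whole array, 8530 probes passed, which stand for 6096 named genes, and 490 of these probes carry no gene name. A threshold of 200 left 4861 genes and a threshold of 50 left 7365. These are counts over all genes on the array, not over the promoters bound by both proteins, and binding was not used here to select genes.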

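Many genes that were higher in *Sirt6−/−* than in wild-type cells were lower again in *Sirt6−/−RelA−/−* cells. *Fas*, which encodes a death receptor, rose by 1.27 on the log2 scale in *Sirt6−/−* cells (standard error 0.22, adjusted p = 0.000476 from limma) and fell by 2.25 in *Sirt6−/−RelA−/−* cells (standard error 0.22, adjusted p = 7.24e-06). *Cdkn1a*, which encodes the cell cycle inhibitor p21, rose by 0.95 and fell by 0.80 (standard error 0.11 each, adjusted p = 1.69e-05 and 0.000118). Both genes were higher in *Sirt6−/−* cells at 4 of 4 times and lower in *Sirt6−/−RelA−/−* cells at 4 of 4 times. By limma, 694 genes were both higher in *Sirt6−/−* than in wild-type cells and lower in *Sirt6−/−RelA−/−* than in *Sirt6−/−* cells at an adjusted p under 0.05. In the opposite direction, 662 genes were lower in *Sirt6−/−* cells and higher again in *Sirt6−/−RelA−/−* cells.

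**Figure D1:**
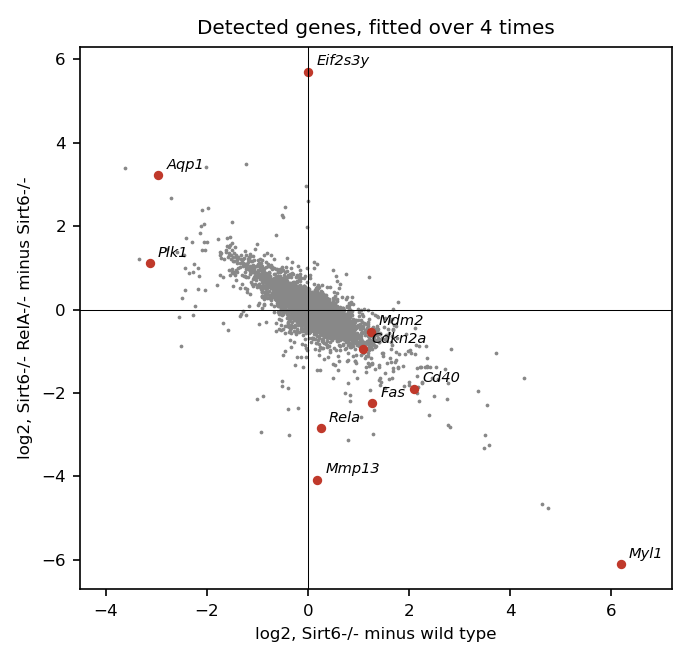
Log2 difference of *Sirt6−/−* minus wild-type cells (horizontal axis) against *Sirt6−/−RelA−/−* minus *Sirt6−/−* cells (vertical axis), fitted over the 4 times, for each of the 6096 detected genes as a grey point, with 10 named genes in red. Genes such as *Fas*, higher in *Sirt6−/−* cells by 1.27 and lower in *Sirt6−/−RelA−/−* cells, lie at the lower right, and *Rela* lies at 0.25 on the horizontal axis and -2.85 on the vertical axis.

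Of 1616 genes with a mean log2 difference of at least 0.3 between *Sirt6−/−* and wild-type cells, 802 (49.6%, exact 95% binomial interval 47.2% to 52.1%) fell by at least 0.3 in *Sirt6−/−RelA−/−* cells. This number was 2396 (70.1%) with a minimum of 0, 262 (41.7%) with 0.6 and 1214 with no filter. The binomial interval treats genes as independent and does not cover variation between arrays or cultures. The *Sirt6−/−* arrays stand in both differences, and simulated groups without any change gave 22.1%. In those groups 72.8 genes on average reached 0.3, by noise alone. Their share is therefore not the one expected of genes with a real difference. With separate arrays for the 2 differences, taken from different times, the shares were 45.1% (831 of 1844) and 44.7% (689 of 1543), against simulated shares of 7.08% and 7.19%. The simulated groups hold no difference between cultures, and the same *Sirt6−/−* culture stands in both differences, so a culture that stands apart is not excluded. Of 1112 genes lower by at least 0.3 in *Sirt6−/−* cells, 714 (64.2%) returned by at least 0.3 in *Sirt6−/−RelA−/−* cells. Wild-type cells in the middle place also gave such shares. Of genes higher by at least 0.3 in wild-type than in *Sirt6−/−RelA−/−* cells, 51.5% (283 of 549) were also higher by 0.3 than in *Sirt6−/−* cells. Of those higher than in *Sirt6−/−* cells, 25.4% (283 of 1112) were also higher than in *Sirt6−/−RelA−/−* cells. These shares cover all detected genes, not only the targets bound by both proteins.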

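Target genes of p53 rose in *Sirt6−/−* cells and genes of cell division fell. Of 17 measured p53 targets, 13 were higher in *Sirt6−/−* than in wild-type cells and 0 lower (15 higher when adjusted over the list alone; camera adjusted p = 4.67e-05, and adjusted p = 0.0525 with an estimated correlation). *Pmaip1*, which encodes the proapoptotic protein Noxa, rose by 2.24 (standard error 0.11, adjusted p = 1.21e-08 from limma) and fell by 1.37 in *Sirt6−/−RelA−/−* cells (adjusted p = 2.01e-06), and *Trp53inp1* rose by 1.27 and fell by 1.29. In *Sirt6−/−RelA−/−* against *Sirt6−/−* cells, 7 of the 17 were lower and 0 higher (8 lower when adjusted over the list alone; camera adjusted p = 0.000121, and adjusted p = 0.0584 with an estimated correlation). Of 29 genes of the cell cycle, 25 were lower in *Sirt6−/−* than in wild-type cells (27 when adjusted over the list alone) with a median of -1.02 (camera adjusted p = 2.11e-16, and adjusted p = 0.0403 with an estimated correlation). They include the mitotic kinase gene *Plk1* (-3.13), *Tk1* (-2.00), *Birc5* (-1.53) and the cyclin gene *Ccna2* (-1.48). In *Sirt6−/−RelA−/−* cells 27 of the 29 were higher again (28 when adjusted over the list alone) with a median of 0.86 (camera adjusted p = 7.34e-16, and adjusted p = 0.0403 with an estimated correlation).

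**Figure D2:**
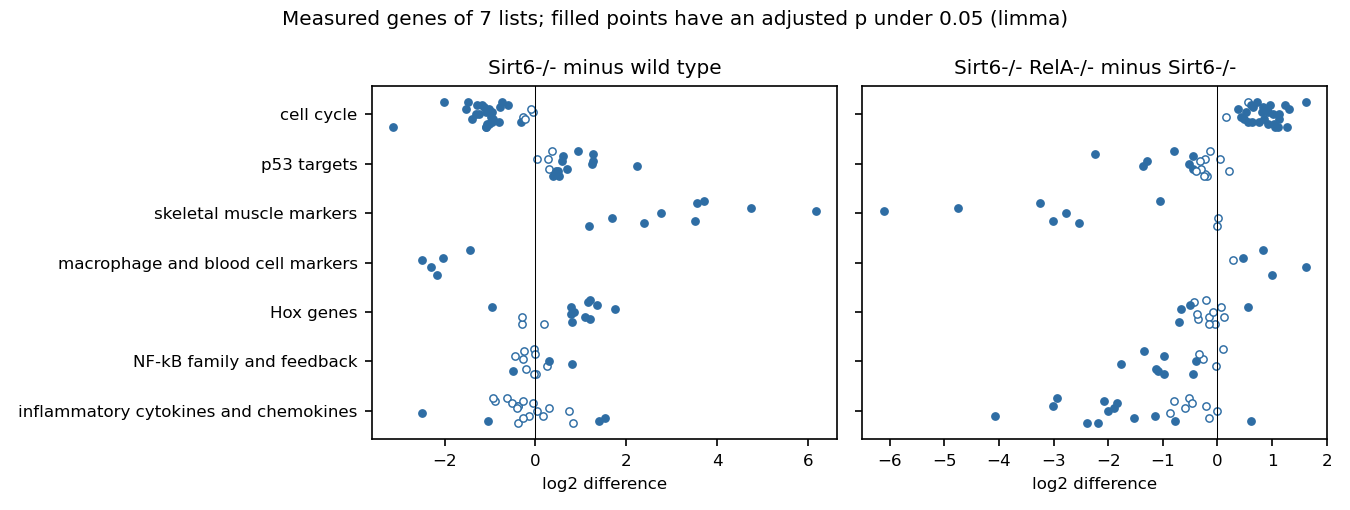
Log2 difference of each measured gene of 7 lists, for *Sirt6−/−* minus wild-type cells (left) and *Sirt6−/−RelA−/−* minus *Sirt6−/−* cells (right), with filled points for an adjusted p under 0.05 from limma. Genes of the cell cycle lie to the left of 0 in the left panel, with a median of -1.02, and to the right of 0 in the right panel, and skeletal muscle markers show the opposite.

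Some markers of other cell types moved with the same genotypes. All 9 measured skeletal muscle markers were higher in *Sirt6−/−* than in wild-type cells (9 when adjusted over the list alone; median 3.51, camera adjusted p = 1.34e-11, and adjusted p = 0.0442 with an estimated correlation), with the myosin light chain gene *Myl1* at least 72.7-fold and the cardiac actin gene *Actc1* at least 27.0-fold higher. In *Sirt6−/−RelA−/−* cells 7 of the 9 were lower again (7 when adjusted over the list alone; camera adjusted p = 1.98e-10, and adjusted p = 0.0498 with an estimated correlation). *Actc1*, *Myl1*, *Tnnc1*, *Tnnc2* and *Tnnt1* reached an intensity of 100 only on *Sirt6−/−* arrays, so their rise and fall follow in part from the detection filter. Among listed muscle markers not tested, *Myod1*, *Myf5*, *Myf6*, *Ckm* and *Mymk* stayed under the floor of 16 on every array. *Myog*, *Tnni1* and *Tnnt3* stayed under 100. All 5 measured macrophage and blood cell markers were lower in *Sirt6−/−* than in wild-type cells (5 when adjusted over the list alone; median -2.17, camera adjusted p = 8.02e-07, and adjusted p = 0.0442 with an estimated correlation), among them *Lyz2* (-2.50). They were also lower in *Sirt6−/−RelA−/−* than in wild-type cells (5 of 5, and 5 when adjusted over the list alone; median -1.18, camera adjusted p = 3.14e-08, and adjusted p = 0.0403 with an estimated correlation), and 4 of the 5 were higher in *Sirt6−/−RelA−/−* than in *Sirt6−/−* cells and 0 lower (4 when adjusted over the list alone; camera adjusted p = 0.00252, and adjusted p = 0.144 with an estimated correlation). *Adgre1*, *Cd14* and *Cd52* reached an intensity of 100 only on wild-type arrays, so their lower values in both knockouts follow in part from the detection filter. Among listed macrophage and blood cell markers not tested, *Ptprc*, *Itgam*, *Fcer1g* and *Hba-a1* stayed under 16 on every array, and the rest under 100. Between *Sirt6−/−RelA−/−* and *Sirt6−/−* cells, 1893 genes changed, 980 higher and 913 lower in *Sirt6−/−RelA−/−* cells, and this count was 1239 without the 1.5 h arrays and 1142 without the 6 h arrays.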

Hierarchical clustering of the gene expression patterns organized the genes into three distinct classes based on their differential expression in *Sirt6*−/− cells (Figure 4B). 

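Genes that stayed higher in *Sirt6−/−* than in wild-type cells before and throughout TNF-α treatment were counted over all detected genes, as those with a log2 difference of at least 0.3 at each of the 4 times. There were 769 of 6096 (12.6%), and 515 of them also fell by at least 0.3 on average in *Sirt6−/−RelA−/−* cells. Among them were 9 of 17 measured p53 targets, 10 of 14 Hox genes and 9 of 9 skeletal muscle markers. Of these markers, *Actc1*, *Myl1*, *Tnnc1*, *Tnnc2* and *Tnnt1* reached the detection value only on *Sirt6−/−* arrays. The Hox genes, which encode transcription factors of body position, were 10 higher and 1 lower in *Sirt6−/−* cells by limma (10 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.00391, and adjusted p = 0.310 with an estimated correlation), led by *Hoxb4* (1.76) and *Hoxc6* (1.36). The 10 genes with the largest rise in *Sirt6−/−* cells all belonged to this group. They were taken from genes that passed limma with the same direction at all 4 times, so this follows in part from that choice. Apart from muscle genes such as *Des* (3.72) and *Tnnc1* (3.57), they were *Serpina3n*, *Ccl17*, *Cldn4* and *Parm1* (3.37). *Serpina3n*, which encodes a protease inhibitor, was at least 19.2-fold higher and the tight junction gene *Cldn4* at least 11.2-fold. The chemokine gene *Ccl17* was 11.7-fold higher in the fit, with 2 wild-type arrays at the floor. The tally rests on the minimum of 0.3, chosen because the classes are given without a numerical criterion, and was 1862 with a minimum of 0 and 313 with 0.6.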

The first class, termed “All-Up”, showed elevated gene expression in *Sirt6−/−* cells at baseline without TNF-α treatment and at every single time point after TNF-α-treatment. All-Up includes genes such as candidate aging regulators *Shc1*(encoding p66) [27], *Cdkn2a* (encoding the cell cycle inhibitor p16 that increases in expression with age) [28]–[29], *Wnt2* [30]–[31], and stress responsive genes *Gadd45b* [32] and *Mdm2* [33]. 

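*Mdm2*, *Cdkn2a* and *Cd40* rose at every time in *Sirt6−/−* cells, and *Shc1* less. *Mdm2*, which encodes the ubiquitin ligase of p53, was higher by 1.24 on the log2 scale (standard error 0.10, adjusted p = 1.00e-06 from limma), with single-time differences of 1.18 to 1.31. *Cd40*, a receptor gene of the TNF receptor family, was higher by 2.09 (standard error 0.18, adjusted p = 1.51e-06), and fell by 1.90 in *Sirt6−/−RelA−/−* cells. *Shc1* was higher by 0.33 (standard error 0.11, adjusted p = 0.0266), from 0.09 at 0 h to 0.62 at 6 h, and differed by -0.07 between *Sirt6−/−RelA−/−* and *Sirt6−/−* cells (adjusted p = 0.643). *Ralb* (0.57), *Trp53bp1* (0.48) and *Sirt2* (0.32) also rose. The calls of *Shc1* and *Sirt2* were lost without the 1.5 h arrays (adjusted p = 0.0666 and 0.0746), the 6 h arrays (0.223 and 0.108) or the 24 h arrays (0.0728 and 0.0837), with no filter (0.0726 and 0.0938) and after centring arrays on their median (0.0669 and 0.0610). The call of *Shc1* was also lost with only the 8 arrays of the 2 genotypes (adjusted p = 0.0555) and after quantile normalization (0.18, adjusted p = 0.132). *Gadd45b* had a difference of 0.08 (standard error 0.13, adjusted p = 0.628), with 0.26 at 0 h and -0.06 at 24 h, and *Rps3* one of 0.15 (adjusted p = 0.346), which was -0.00 after quantile normalization. Centring and quantile normalization were chosen after the data were seen. *Wnt2* stayed under the detection value, with intensities of 12.9 to 19.3 in wild-type, 47.4 to 62.5 in *Sirt6−/−* and 8.18 to 16.7 in *Sirt6−/−RelA−/−* cells.

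**Figure D3:**
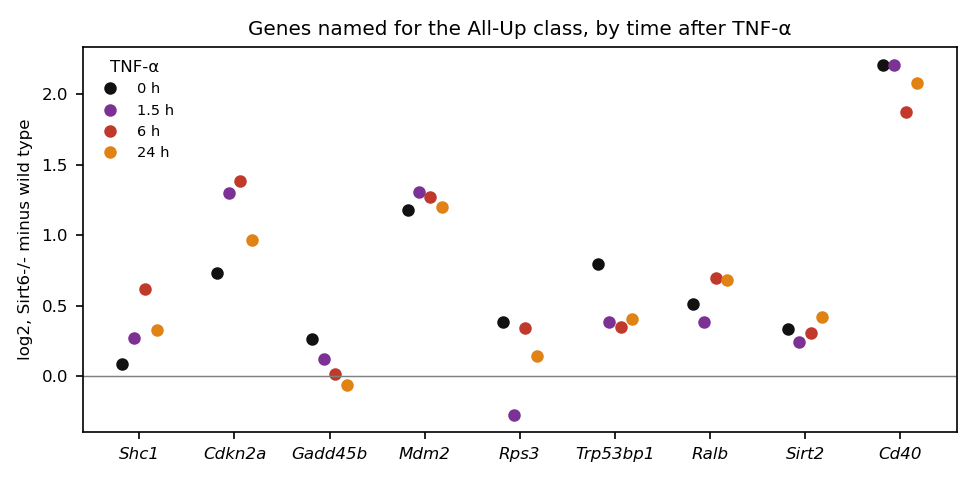
Log2 difference of *Sirt6−/−* minus wild-type cells for the 9 detected genes named for the All-Up class, in text or figure, with 1 point for each time. *Cd40* lies highest, between 1.87 and 2.21, and *Gadd45b* between -0.06 and 0.26.

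Together 7 of these 9 detected genes were higher and 0 lower in *Sirt6−/−* cells (7 when adjusted over the list alone; camera adjusted p = 0.00526, and adjusted p = 0.310 with an estimated correlation). The list was chosen by the study on these same arrays, so its direction is not independent evidence. In *Sirt6−/−RelA−/−* against *Sirt6−/−* cells, 4 of the 9 were lower (5 when adjusted over the list alone) and 0 higher, among them *Mdm2* (-0.53) and *Sirt2* (-0.38, adjusted p = 0.138 without the 6 h arrays, 0.123 without the 24 h arrays and 0.0757 with no filter) (camera adjusted p = 0.00876, and adjusted p = 0.330 with an estimated correlation).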

Adler et al. previously demonstrated that age-dependent accumulation of p16 protein in vivo requires ongoing NF-κB activity [19]. Our data further reinforce this observation, and suggest that p16 protein accumulation is due in part to direct RelA-mediated transcription of *Cdkn2a* (Figure 3A, Figure 4B).

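The probe used for *Cdkn2a*, whose locus encodes p16 and Arf, had intensities of 98.8 to 129 in wild-type cells, 193 to 310 in *Sirt6−/−* cells and 105 to 135 in *Sirt6−/−RelA−/−* cells. This is a rise of 1.10 on the log2 scale from wild-type to *Sirt6−/−* cells (standard error 0.14, adjusted p = 3.35e-05 from limma, higher at 4 of 4 times). From *Sirt6−/−* to *Sirt6−/−RelA−/−* cells *Cdkn2a* fell by 0.95 (standard error 0.14, adjusted p = 0.000179, lower at 4 of 4 times). A dimmer probe of the same gene gave 0.62 and -0.18 for these differences. At 1.5 h of TNF-α the change in *Cdkn2a*, fitted over wild-type and *Sirt6−/−* cells together, was 0.25 (standard error 0.19, adjusted p = 0.542 from limma). From 0 to 1.5 h the probe used went from 129 to 126 in wild-type and from 214 to 310 in *Sirt6−/−* cells. In *Sirt6−/−RelA−/−* cells it went from 105 to 135, each on single arrays without a test. *Cdkn1c*, another cell cycle inhibitor gene, rose by 2.75 in *Sirt6−/−* cells and fell by 2.15 in *Sirt6−/−RelA−/−* cells (standard error 0.12 each, adjusted p = 4.30e-09 and 7.42e-08). Of 24 measured regulators of senescence and aging, 7 were higher and 5 lower in *Sirt6−/−* than in wild-type cells (8 and 6 when adjusted over the list alone; camera adjusted p = 0.945), with *Igfbp3* up by 2.15 and *Igfbp4* at -2.06.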

**Figure 4:**
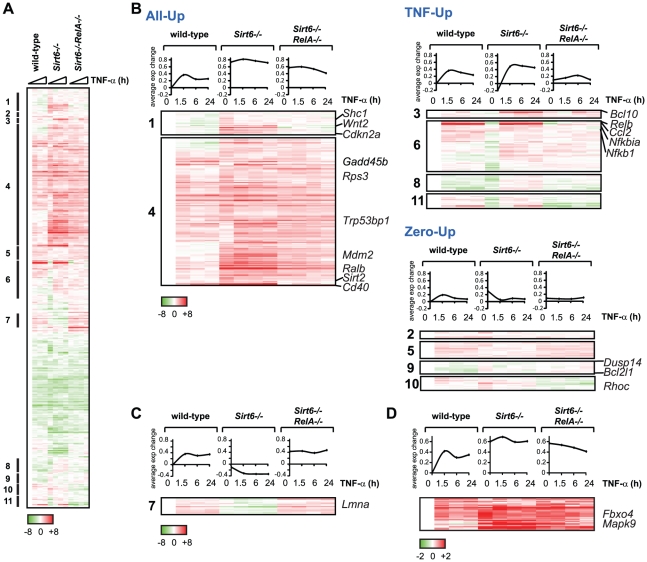
Gene expression consequences of interplay between RelA and Sirt6. (A) Targeting of promoters by RelA and Sirt6 impacts gene expression. Shown is the gene expression analysis of 480 targeted by both RelA and Sirt6 following TNF-α treatment for the indicated times. (B) 301 genes exhibited an expression pattern consistent with antagonistic regulation by RelA and Sirt6. Based on the differential expression observed in *Sirt6−/−* cells, we separated these genes into 3 distinct classes called “All Up,” “TNF-Up or “Zero Up,”. (C) A surprising class of genes, in which expression is reduced upon *Sirt6* knockout, behaves contrary to our model of Sirt6 repression of NF-κB target genes. *Lmna*, a gene thought to prevent aging, is in this class. (D) Class of genes in which Sirt6 targeting to promoters is inhibited by RelA.

In the second class termed “TNF-Up”, expression in *Sirt6*−/− cells is increased only upon stimulation with TNF-α, demonstrating the importance of stress signaling to elucidate transcriptional alterations in *Sirt6−/−* cells. 

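TNF-α induced NF-κB feedback genes and chemokine genes over wild-type and *Sirt6−/−* cells. At 1.5 h, 7 of 12 measured genes of the NF-κB family and its feedback were higher than at 0 h and 0 lower (9 higher when adjusted over the list alone; camera adjusted p = 4.16e-16, and adjusted p = 0.125 with an estimated correlation), among them *Birc3* (2.55), *Nfkbie* (2.47) and *Tnfaip2* (2.03). Of 21 inflammatory cytokines, chemokines and related genes, 14 rose (18 when adjusted over the list alone; camera adjusted p = 3.70e-25, and adjusted p = 0.144 with an estimated correlation), with the largest rise in *Cxcl1* (4.02, standard error 0.27, adjusted p = 1.50e-05 from limma). *Cxcl10* went from under the floor of 16 at 0 h to intensities of 134 in wild-type and 230 in *Sirt6−/−* cells, and *Ccl5* from 24.6 to 197 in wild-type cells and from under the floor to 144 in *Sirt6−/−* cells. In all, 51 genes rose and 1, *Adamts1* (-0.93; adjusted p = 0.0518 without the 6 h arrays, 0.124 with a trended, robust variance prior and 0.196 in an additive fit), fell at an adjusted p under 0.05, and 751 genes had an unadjusted p under 0.05. The count of 52 rests on single arrays, and was 592 without the *Sirt6−/−* 0 h array, 21 without the wild-type 1.5 h array, 24 without the *Sirt6−/−* 1.5 h array, 16 in an additive fit over the 3 genotypes and 2 without the detection filter. Of the genes with an intensity of at least 100 at 0 or 1.5 h, 148 of 5695 were at least 2-fold up and 24 down at 1.5 h in wild-type cells, 45 and 0 of 5586 in *Sirt6−/−* cells and 2 and 2 of 5595 in *Sirt6−/−RelA−/−* cells, each from single arrays. The numbers up were 98 in wild-type cells after centring arrays on their median, and 71, 28 and 0 in the 3 genotypes with an offset of 50 in place of the floor. The wild-type counts rest on the 0 h array that stood apart, with 153 genes at least 2-fold from the median of its genotype. Of 119 genes at least 2-fold higher on the later wild-type arrays than on it, 49 rose by at least 0.5 in *Sirt6−/−* cells. Of 52 such genes in *Sirt6−/−* cells, 48 rose by at least 0.5 in wild-type cells. Centring, quantile normalization and the offset were chosen after the data were seen. The 51 induced genes, chosen for their rise on the wild-type and *Sirt6−/−* arrays and so higher there in part by that choice, had a median response of 1.36 in wild-type, 1.41 in *Sirt6−/−* and 0.22 in *Sirt6−/−RelA−/−* cells, and 46, 41 and 4 of them rose by at least 2-fold. Gene by gene, the response in *Sirt6−/−* cells exceeded that in wild-type cells for 30 and fell short for 21, with a median difference of 0.15, a comparison of single arrays without a test. *Cxcl1*, *Cxcl10*, *Ccl5* and *Icam1* were the 4 genes whose response differed in *Sirt6−/−RelA−/−* cells by limma (adjusted p = 0.0378 for each but *Ccl5*, with 0.00164, and 188 genes at an unadjusted p under 0.05). Their number was 9 without the 24 h arrays, the wild-type 24 h array or the *Sirt6−/−* 24 h array, 1 without the *Sirt6−/−* 1.5 h array, 1 with the mean of a gene's probes, 1 after quantile normalization, and 265 with no filter, 96 higher and 169 lower. Genes with a difference between *Sirt6−/−* and wild-type cells under 0.3 at 0 h and of at least 0.3 on average over the TNF-α-treated arrays numbered 500 of 6096 (8.20%), and 117 of these fell by at least 0.3 in *Sirt6−/−RelA−/−* cells. With a minimum of 0.6 in place of 0.3 they numbered 180, with 0 they numbered 793, and with no filter they numbered 1156.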

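*Ccl2*, *Nfkbia* and *Relb* were induced by TNF-α and were lower in *Sirt6−/−RelA−/−* than in *Sirt6−/−* cells. *Nfkbia*, which encodes the inhibitor IκBα, rose by 2.50 on the log2 scale at 1.5 h in wild-type and *Sirt6−/−* cells (standard error 0.19, adjusted p = 4.22e-05 from limma). *Ccl2*, a chemokine gene, rose by 3.39 (standard error 0.23, adjusted p = 1.59e-05), *Relb* by 1.84 (adjusted p = 0.000231) and *Nfkb2* by 1.27 (adjusted p = 0.00213), while *Bcl10* changed by 0.23 (adjusted p = 0.538). From *Sirt6−/−* to *Sirt6−/−RelA−/−* cells, over the 4 times, *Ccl2* fell by 2.39 (adjusted p = 0.000186), *Nfkbia* by 1.13 (adjusted p = 0.00169) and *Relb* by 1.10 (adjusted p = 3.64e-05), while *Nfkb2* differed by -0.26 (adjusted p = 0.322; on the treated arrays alone -0.58, adjusted p = 0.000885) and *Bcl10* by 0.14 (adjusted p = 0.371). With no filter the TNF-α calls of *Nfkbia* and *Ccl2* were lost (adjusted p = 0.388 and 0.422), as was the fall of *Nfkbia* in *Sirt6−/−RelA−/−* cells (0.0682), and with no time term the falls of *Nfkbia* (0.148) and *Relb* (0.0823) were lost.

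**Figure D4:**
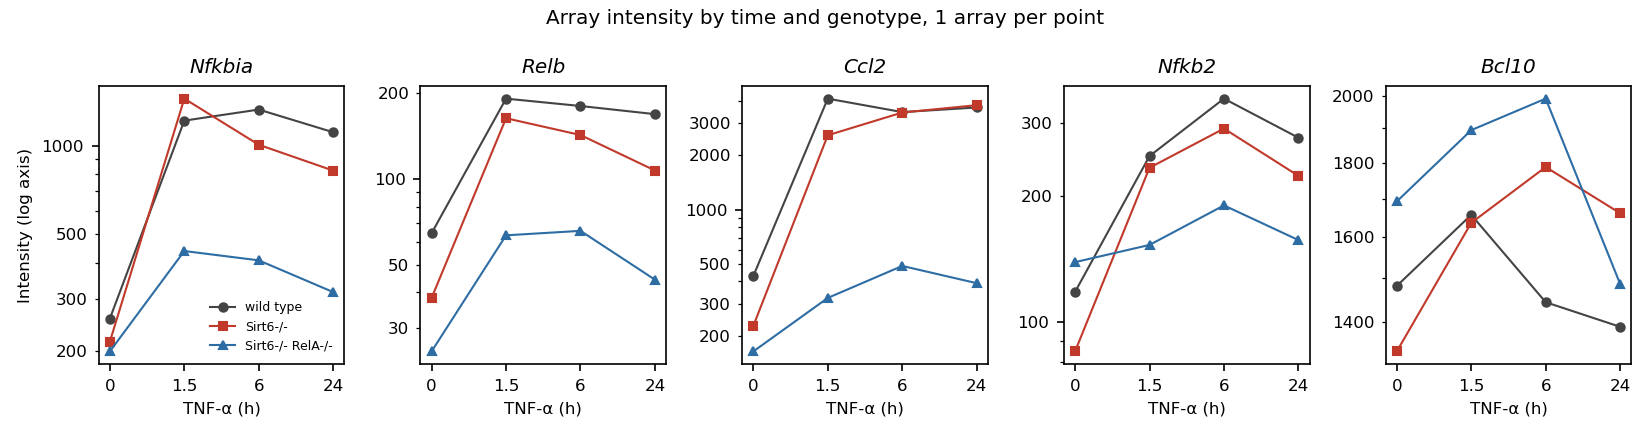
Array intensity (log axis) of *Nfkbia*, *Relb*, *Ccl2*, *Nfkb2* and *Bcl10* against hours of TNF-α for wild-type, *Sirt6−/−* and *Sirt6−/−RelA−/−* cells, with 1 array per point. At 1.5 h *Nfkbia* reads 1221 in wild-type, 1451 in *Sirt6−/−* and 438 in *Sirt6−/−RelA−/−* cells, and *Relb* reads 192, 164 and 63.4.

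Between *Sirt6−/−* and wild-type cells, *Nfkbia* differed by -0.26 at 0 h, 0.25 at 1.5 h, -0.40 at 6 h and -0.43 at 24 h. *Ccl2* differed by -0.92 at 0 h, -0.67 at 1.5 h, -0.01 at 6 h and 0.04 at 24 h. *Relb* was lower in *Sirt6−/−* cells at 4 of 4 times, by -0.50 in the fit (standard error 0.13, adjusted p = 0.00746, and 0.0652 with no filter and 0.403 with no time term). *Bcl10* differed by -0.15 at 0 h and by 0.18 on average over the treated arrays, and *Nfkb2* by -0.47 and -0.21. Of these 5 genes, which the study chose on these arrays, 0 were higher and 1 lower in *Sirt6−/−* than in wild-type cells (0 and 1 when adjusted over the list alone; camera adjusted p = 0.395), and 0 were higher and 3 lower in *Sirt6−/−RelA−/−* than in *Sirt6−/−* cells (0 and 3 when adjusted over the list alone; camera adjusted p = 0.0328, and adjusted p = 0.589 with an estimated correlation).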

The TNF-Up class includes genes such as *Bcl10*, *Relb*, *Ccl2* and *Nfkbia* that encode both positive and negative feedback mechanisms to NF-κB signaling [17]. Third, the “Zero-Up” class is a smaller set of genes that showed increased gene expression in *Sirt6−/−* cells only in the absence of TNF-α, and this aberrant pattern is reversed in *Sirt6−/−Rela−/−* cells. This class includes genes encoding several signaling proteins such as protein phosphatase *Dusp14*, anti-apoptotic gene *Bcl2l1* and actin regulator *Rhoc.* Within both All-Up and Zero-Up classes, there is a small subset of genes that are normally repressed upon treatment with TNF-α. 

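Genes higher in *Sirt6−/−* than in wild-type cells before TNF-α and not, on average, after it were counted over all detected genes. These had a log2 difference of at least 0.3 at 0 h and under 0.3 on average over the treated arrays. There were 949 of 6096 (15.6%), among them 6 of 26 measured ribosomal protein genes, 4 of 14 genes of the TCA cycle and *Mmp13*, which encodes a collagenase. *Mmp13* met this only on average. It read 107 in *Sirt6−/−* against 78.9 in wild-type cells at 0 h, and was higher again in *Sirt6−/−* cells at 24 h (1814 against 1239). At 0 h, 139 of the 949 (14.6%) were lower by at least 0.3 in *Sirt6−/−RelA−/−* than in *Sirt6−/−* cells, and 745 (78.5%) were higher by at least 0.3 in *Sirt6−/−RelA−/−* than in wild-type cells, which follows in part from choosing the genes on the same wild-type 0 h array. All of these differences rest on single 0 h arrays. On the wild-type 0 h array, 153 genes lay at least 2-fold from the median of their genotype, against a median of 21.5 genes over the 12 arrays. With a minimum of 0.6 in place of 0.3, the tally was 570.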

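By their brightest probes, *Dusp14*, *Bcl2l1* and *Rhoc* had nearly equal levels in untreated wild-type and *Sirt6−/−* cells. For *Dusp14* the log2 difference at 0 h was 0.09, with intensities of 254 in *Sirt6−/−* and 238 in wild-type cells, and 0.01 on average over the treated arrays. For *Rhoc* it was -0.12 at 0 h and 0.04 on average over the treated arrays. A second probe of *Rhoc* read 607 in *Sirt6−/−* and 506 in wild-type cells at 0 h, and was lower in *Sirt6−/−* cells at each later time. Dimmer probes of *Bcl2l1* read 55.1 and 53.6 in *Sirt6−/−* against 40.0 and 34.9 in wild-type cells at 0 h. Over the 4 times both of these probes differed by 0.47. For the brightest probe of *Bcl2l1* the difference was 0.03 at 0 h and 0.58 on average over the treated arrays. Its responses were -0.61 at 1.5 h and -0.88 at 24 h in wild-type cells and 0.01 and -0.60 in *Sirt6−/−* cells. Over the 4 times, *Bcl2l1* was higher in *Sirt6−/−* cells by 0.44 (standard error 0.16, adjusted p = 0.0412 from limma, and 0.190 without the 1.5 h, 0.212 without the 6 h and 0.0526 without the 24 h arrays, 0.250 with no filter, 0.0642 with no time term, and 0.0572 after quantile normalization and 0.0995 after centring arrays on their median, both chosen after the data were seen), while *Dusp14* (0.03, adjusted p = 0.846) and *Rhoc* (0.00, adjusted p = 0.997) did not pass. From *Sirt6−/−* to *Sirt6−/−RelA−/−* cells none of these 3 genes passed, with differences of 0.27 for *Dusp14*, 0.13 for *Bcl2l1* and -0.12 for *Rhoc* (adjusted p = 0.104, 0.559 and 0.436).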

In *Sirt6−/−* cells, however, stimulation with TNF-α induces expression, suggesting that Sirt6 is normally responsible for preventing expression of these genes in the presence of TNF-α. These genes include *Sdc2*, *Tinagl*, *Pkia* and *Tnfrsf11b*.

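*Tinagl1*, *Pkia*, *Tnfrsf11b* and *Sdc2* were all higher in *Sirt6−/−* than in wild-type cells. *Tinagl1*, which encodes a matrix protein, rose by 1.61 on the log2 scale (standard error 0.11, adjusted p = 2.29e-07 from limma), *Pkia*, an inhibitor of protein kinase A, by 1.10 (adjusted p = 2.07e-05), *Tnfrsf11b*, which encodes osteoprotegerin, by 0.93 (adjusted p = 0.000497) and the syndecan gene *Sdc2* by 0.38 (adjusted p = 0.00473, and 0.0533 without the 6 h arrays), each at 4 of 4 times. In *Sirt6−/−RelA−/−* cells *Pkia* fell by 0.81, *Tnfrsf11b* by 0.68 and *Tinagl1* by 0.55 (adjusted p = 0.000405, 0.00609 and 0.00234, and for *Tnfrsf11b* 0.0511 without the 24 h arrays and 0.0957 with no filter, and for *Tinagl1* 0.102 with no time term), while *Sdc2* differed by -0.15 (adjusted p = 0.239). In wild-type cells, 24 h of TNF-α changed *Tnfrsf11b* by -0.98, *Pkia* by -0.97, *Tinagl1* by -0.91 and *Sdc2* by -0.25. In *Sirt6−/−* cells the same changes were -0.02, -0.37, -1.10 and -0.08. At 1.5 h in *Sirt6−/−* cells they were -0.01 for *Tnfrsf11b*, -0.39 for *Pkia*, 0.04 for *Tinagl1* and 0.09 for *Sdc2*. These responses come from single arrays and have no test.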

Furthermore, we found two interesting classes of genes which behave in a manner contrary to our model of Sirt6 repression of NF-κB target genes (Figure 4C, 4D). 

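Some genes were lower in *Sirt6−/−* than in wild-type cells and higher in *Sirt6−/−RelA−/−* than in wild-type cells. With a mean log2 difference of at most -0.3 for the first and of at least 0.3 for the second, 44 of 6096 detected genes (0.722%) met both. Among the genes with the largest rise from *Sirt6−/−* to *Sirt6−/−RelA−/−* cells, *Pclaf*, which encodes a PCNA-associated factor of DNA synthesis (3.49, standard error 0.10, adjusted p = 5.18e-11 from limma), *Arv1*, at least 10.7-fold higher, *Haus1*, a mitotic spindle gene (2.45), and *Cdc42ep1* (at least 2.43) were of this kind. Compared with wild-type cells, *Pclaf* was higher by 2.27 and *Haus1* by 2.00 in *Sirt6−/−RelA−/−* cells. The tally was 1047 with a minimum of 0, 3 with 0.6 and 20 with an offset of 50 in place of the floor, a setting chosen after the data were seen. In all, 1253 genes changed between *Sirt6−/−RelA−/−* and wild-type cells, 929 of them (74.1%) higher, a share that was 56.6% after centring arrays on their median and 61.5% after quantile normalization, both chosen after the data were seen. The count was 677 with only the 8 arrays of both genotypes, 674 without the detection filter, 650 without the 1.5 h arrays, 484 without the 6 h arrays, 744 without the wild-type 6 h array, 825 without the *Sirt6−/−RelA−/−* 1.5 h array and 699 without the *Sirt6−/−RelA−/−* 6 h array. The genes lowest in *Sirt6−/−RelA−/−* against wild-type cells include the matrix metalloproteinase genes *Mmp13*, at least 14.9-fold lower, *Mmp3* (-3.87, adjusted p = 0.0521 with no filter) and *Mmp10*, at least 8.89-fold lower.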

In one class, gene expression is repressed in *Sirt6−/−* cells compared to wild-type cells, and repression is relieved in *Sirt6−/−RelA−/−* cells to an even greater extent than in wild-type cells (“Inverse”, Figure 4C). Notably, one such gene is *Lmna* (encoding lamin A), which has been previously linked to aging [34]. 

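The brightest probe of *Lmna* differed by -0.05 on the log2 scale between *Sirt6−/−* and wild-type cells (standard error 0.16, adjusted p = 0.837 from limma). Its single-time differences were 0.52 at 0 h, -0.09 at 1.5 h, -0.08 at 6 h and -0.53 at 24 h, and without the 24 h arrays the fitted difference was 0.11. From *Sirt6−/−* to *Sirt6−/−RelA−/−* cells *Lmna* differed by 0.35 (standard error 0.16, adjusted p = 0.122, and 0.0187 with only the 8 arrays of the 2 genotypes), and from wild-type to *Sirt6−/−RelA−/−* cells by 0.30 (adjusted p = 0.211). The intensity of this probe was 3405 on the wild-type 0 h array and 5101 to 6483 on the other wild-type arrays. The 4 other probes of *Lmna* gave mean differences of -0.25 to -0.44 between *Sirt6−/−* and wild-type cells and of 0.47 to 0.68 between *Sirt6−/−RelA−/−* and *Sirt6−/−* cells. With the mean of the 5 probes in place of the brightest, *Lmna* was lower in *Sirt6−/−* than in wild-type cells (-0.28, adjusted p = 0.0331) and higher in *Sirt6−/−RelA−/−* than in *Sirt6−/−* cells (0.52, adjusted p = 0.00155).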

In the second class of genes, dynamic localization of Sirt6 impacts gene expression, as Sirt6 is recruited to and away from its binding sites. Sirt6 occupies the promoters of a diverse set of genes in the basal state and its occupancy is linked with transcriptional repression. Upon the addition of TNF-α, Sirt6 is largely redistributed to new promoters, in part through its direct interaction with RelA [10]. As a result of relocation of Sirt6 to new targets, TNF-α treatment may induce gene de-repression. We identified a set of genes that fulfill these criteria and are bound by bound by Sirt6 only in the absence of TNF-α (Figure 4D). These genes include *Mapk9* and *Fbxo4*. 

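*Mapk9*, which encodes the kinase JNK2, was higher in *Sirt6−/−* than in wild-type cells by 0.44 on the log2 scale (standard error 0.09, adjusted p = 0.00229 from limma), with differences of 0.41 to 0.52 at single times. Its intensities were 691 to 769 in wild-type, 921 to 1073 in *Sirt6−/−* and 822 to 953 in *Sirt6−/−RelA−/−* cells. From *Sirt6−/−* to *Sirt6−/−RelA−/−* cells *Mapk9* differed by -0.18 (standard error 0.09, adjusted p = 0.182), with -0.01 at 0 h and -0.38 at 24 h. The 2 dimmer probes of *Mapk9* gave 0.14 and 0.16 between *Sirt6−/−* and wild-type cells. *Fbxo4*, which encodes an F-box protein, differed by 0.10 between *Sirt6−/−* and wild-type cells (standard error 0.12, adjusted p = 0.516), with 0.35 at 0 h, 0.09 at 1.5 h, 0.05 at 6 h and -0.08 at 24 h. Its difference from *Sirt6−/−* to *Sirt6−/−RelA−/−* cells was -0.04 (adjusted p = 0.806).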

Since RelA inhibits Sirt6-dependent repression of these genes, they show an opposite epistatic relationship: They are derepressed in *Sirt6−/−* cells, but are not reverted in *Sirt6−/−RelA−/−* cells (Figure 4D, Figure 5). 

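Over all detected genes, 254 of 6096 (4.17%) were higher by at least 0.3 on the log2 scale in *Sirt6−/−* than in wild-type cells at each of the 4 times and did not fall by 0.3 on average in *Sirt6−/−RelA−/−* cells. Hox genes made up 4 of these, *Hoxa5*, *Hoxa7*, *Hoxb2* and *Hoxb7*. *Hoxb2* was higher by 1.20 in *Sirt6−/−* cells (standard error 0.11, adjusted p = 1.46e-06 from limma) and differed by -0.22 from *Sirt6−/−* to *Sirt6−/−RelA−/−* cells (adjusted p = 0.137). *Hoxa7* was higher by 1.09 (standard error 0.19, adjusted p = 0.000477) and differed by -0.16 from *Sirt6−/−* to *Sirt6−/−RelA−/−* cells (adjusted p = 0.542). Of the 10 genes with the largest rise from wild-type to *Sirt6−/−RelA−/−* cells, *Ly6c1* (1.99, with 1 wild-type array at the floor) and *Sprr2k* (1.97) were in this group. With a minimum of 0.6 it held 127 genes, and 166 after centring arrays on their median, which was chosen after the data were seen.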

Meanwhile, TNF-α induces stabilization of Sirt6 at the promoters of genes including *p16*, *Gadd45b* and *Nfkb2*, titrating them away from the promoters of targets that are de-repressed.

**Figure 5:**
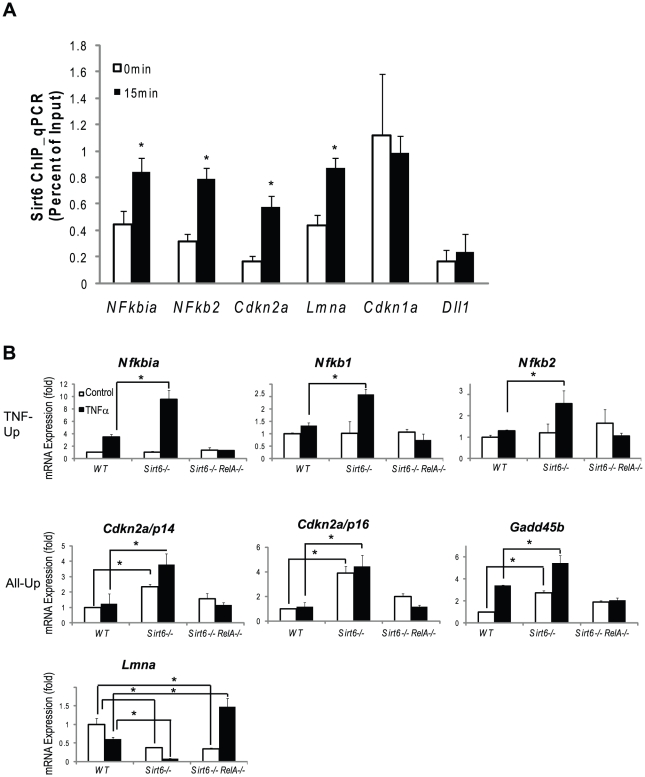
Validation of Chip-chip data and gene expression data. (A) SIRT6 is recruited to the promoters of canonical NF-κB target genes (*Nfkbia*, *Nfkb1*, *Nfkb2*) and to the promoters of genes involved in aging (Cdkn2a/p16 and Lmna). Independently derived wildtype MEFs were treated with TNF-α (20 ng/ml) for 0 or 15 minutes. ChIP with α-Sirt6 antibodies was preformed and percent Sirt6 occupancy is shown relative to input as measured by qPCR. Mean ±S.E. of three technical replicates is shown. (B) Gene expression validation by qRT-PCR. TNF-Up genes demonstrate increased expression in Sirt6 −/− cells in response to TNF-α which is abolished in Sirt6 RelA −/− cells. All-Up genes demonstrate increased expression in Sirt6 −/− cells in the presence and absence of TNF-α which is attenuated inSirt6 RelA −/− cells. Lmna expression is repressed in Sirt6 −/− cells and derepressed in Sirt6 RelA −/−in response to TNF-ã Wildtype, Sirt6 −/− and Sirt6 RelA−/− MEFs were treated with TNF-a (20 ng/mL) for 0 and 1.5 hrs. Quantitative Taqman real time RT-PCR of the indicated mRNAs is shown normalized to GAPDH levels. Mean ± S.D. is shown. *p<0.05, student's *t*-Test.

Next, we validated our ChIP-chip results on a subset of known and novel Sirt6 target genes. Independently derived wildtype MEFs were stimulated with TNF-α for 0 and 15 minutes and Sirt6 ChIP was performed using a microfluidic device [35] followed by quantitative PCR to interrogate Sirt6 occupancy of the indicated promoters (Figure 5A). In response to TNF-α stimulation, Sirt6 was inducibly recruited to the promoters of canonical NF-κB target genes *Nfkbia* and *Nfkb2*. Sirt6 was also recruited to the promoters of two novel loci, *Cdkn2a* and *Lmna*, in response to TNF-α stimulation (p<0.05). Additionally, we found that Sirt6 is located at the promoter of *Cdkn1a* independent of TNF-α stimulation. As a negative control, we did not detect Sirt6 at the promoter of *Dll1*, consistent without ChIP-chip results. We also demonstrate the reproducibility of these experiments by perfoming ChIP on two additional independently derived non-littermate wildtype MEF lines on two targets, *Nfkbia* and *Nfkb2* and show the inducibility of Sirt6 recruitment to the promoters of these genes in response to TNF-α stimulation (Figure S1).

We validated our expression array data by examining mRNA expression in wild type, *Sirt6−/−* and *Sirt6−/−* *RelA−/−* double knockout MEFs quantitative reverse transcription PCR. In wildtype cells, TNF-α stimulation led to the inducible expression of the “TNF-Up” genes, *Nfkbia, Nfkb1* and *Nfkb2* (p<0.05 vs uninduced for each, student's *t*-test). In Sirt6 knockout cells, no difference was seen at baseline, but TNF-α stimulation led to ∼2-fold greater induction of these genes when compared to wildtype at time 1.5 hours (p<0.05). In *Sirt6 RelA* double knockout cells the inducibility of the “TNF-Up” genes was abolished, demonstrating that these gene expression changes are dependent on RelA (Figure 5B).

Next, we tested genes in the “All-Up” class, including candidate aging regulator, *Cdkn2a/p16*, the coregulated transcript, *Cdkn2a/p14*, and stress response gene, *Gadd45*. Here we find that *Cdkn2a/p16* and *Cdkn2a/p14* are very weakly induced in response to TNF-α in wildtype cells. However, both of these transcripts are induced in the *Sirt6* knockout cells in the absence of TNF-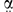 and Cdkn2a/p16 can be superinduced by TNF-α in Sirt6−/− cells (p<0.05 for each comparison). Again, the inducibility of both transcripts was abolished in *Sirt6−/−RelA−/−* double knockout cells. On the other hand, *Gadd45b* expression is upregulated three-fold both in response to TNF-α in wildtype cells and in *Sirt6* knockout cells at time 0 (p<0.05). Furthermore, induction with TNF-α in *Sirt6* knockout cells led to a further two-fold superinduction of *Gadd45b* gene expression when compared to *Sirt6* knockout at time 0 hours (p<0.05). In double knockout cells, *Gadd45b* is no longer responsive to TNF stimulation, indicating that the induction requires NF-κB (Figure 5B).

Finally, we tested the progeria causing gene, *Lmna*, which falls into the “inverse” category of genes that are repressed in *Sirt6* knockout cells. In wildtype cells, TNF-α stimulation led to a 40% reduction in *Lmna* expression. In *Sirt6* knockout cells at time 0, *Lmna* expression was reduced by 60% and was reduced about 10-fold after TNF-α stimulation when compared to wildtype at time zero (p<0.05). In *Sirt6*−*/*− *RelA−/−* cells at time 0 gene expression was reduced to by 60% as in *Sirt6* knockout cells, but was induced nearly 1.5 fold with TNF-α stimulation (p<0.05) (Figure 5B). Mutations in *Lmna* cause Hutchinson-Gilford progeria syndrome (HGPS) [36], a disorder with clinical features of premature aging. Normal aging is associated with accumulation of a spliced isoform of *Lmna* that impedes nuclear function. *Lmna* expression is decreased in *Sirt6−/−* cells but induced in *Sirt6−/−RelA−/−* cells in response to TNF-α, consistent with a role for Sirt6 in modulating NF-κB-dependent expression to prevent aging. The *Lmna^L530P/L530P^* mice display a progeroid phenotype that strikingly resembles the phenotype of *Sirt6−/−* mice: reduced size, loss of subcutaneous fat, reduced bone mineral density and lethality by 4–5 weeks of age. These results raise the possibility that some of the characteristics of *Sirt6−/−* mice could be driven by deregulated *LmnA* expression. Since *Lmna* expression is reduced rather than enhanced in Sirt6 knockout, however, Sirt6 and RelA may regulate a factor that represses *Lmna* expression. Whether Sirt6 alters Lmna splicing, lamin A processing, or nuclear architecture remains to be determined.

Together these data demonstrate that the interplay of chromatin localization of Sirt6 and RelA regulates the expression of many genes, many of which have roles in regulating aging, stress response and NF-κB feedback, via both direct and indirect mechanisms (Figure 6).

**Figure 6:**
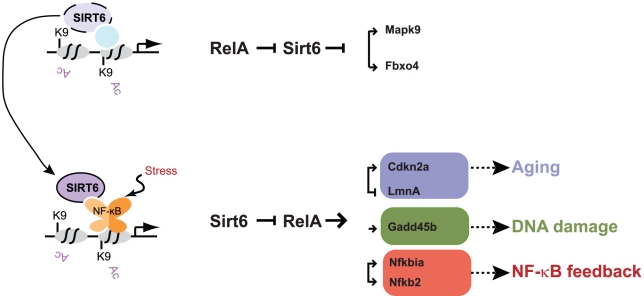
Model for Sirt6 regulation of targeting and gene expression. Sirt6 occupies the promoters of a wide array of genes, likely in conjunction with other transcription factors. We propose that upon the addition of a stress such as TNF-α, Sirt6 redistributes to promoters via its interaction with RelA. This redistribution enables derepression of a subset of genes (e.g. *Mapk2*, *Fbxo4*) and induction of repression of genes involved in pathways such as aging (*Cdkn2a*, *Lmna*), DNA damage response (*Gadd45b*), and NF-κB feedback (*Nfkbia*, *Nfkb2*). The experience of NF-κB activation may influence subsequent rounds of stress response by creating a new basal state of Sirt6 occupancy.

## Discussion

Deletion of Sirt6 results in a premature aging-like degenerative syndrome in mice, and heterozygosity of the NF-κB subunit RelA can rescue the degenerative and early lethality phenotype [10]–[11]. We and others also independently identified NF-κB as a positive regulator of aging-related gene expression programs and phenotypes [19], [37]–[38]. These findings suggest a model in which aging is caused in part by elevated NF-κB-dependent gene expression. In contrast, Sirt6, via its H3K9Ac deacetylase activity, restrains NF-κB dependent transcription and promotes longevity. Because this model is based on chromatin analysis of a small number of genes, its generality and the relevant target genes were not clear. Here, we have coupled genome-scale profiling of RelA- and Sirt6-bound sites with global gene expression analysis to identify direct targets of RelA and Sirt6. Sirt6 occupies the promoters of 54% of RelA targets. Of these genes, we demonstrate Sirt6-dependent repression of basal and/or TNF-α-induced expression of hundreds, many of which have been shown to regulating aging and longevity (Figure 6).

### Dynamic localization of Sirt6

Dynamic relocalization of sirtuins is an important feature of both yeast Sir2 and mammalian Sirt1. Yeast Sir2 represses recombination or transcription at telomeres, silent mating type loci and ribosomal DNA. Upon the addition of DNA damage agents, Sir2 leaves telomeric sites and relocates to sites of DNA damage [39]. Similarly, Sirt1 was recently shown to occupy a diverse set of genes in the basal state, but in response to DNA damage, Sirt1 redistributes to these sites of DNA damage [40]. These findings are also consistent with recent work documenting inducible recruitment of Sirt6 to sites of DNA damage [8].

We now show that Sirt6 binds thousands of promoters in the mouse genome and that similar to RelA, this binding pattern is largely reconfigured in response to stress induced by TNF-α. 29% of Sirt6 targets are shared by RelA, and of these shared targets, 49% require RelA for Sirt6 occupancy. This suggests that in response to TNF-α or one of the many stressors that activate NF-κB, the stress-responsive nature of Sirt6 binding could be driven by its interaction with the stress-responsive transcription factor RelA. However, Sirt6 targets a large number of genes in the absence of RelA, which begs the question of whether another NF-κB family member or related transcription factor may also contribute to Sirt6 localization (Figure S2). In addition, the NF-κB pathway is involved in crosstalk with several pathways, including JNK, STAT3 and Foxo3a, and, these pathways will be altered in the absence of RelA [41]. It will be interesting to determine whether other stress-responsive transcription factors exist to guide the relocalization of Sirt6 and other Sir2-related deacetylases upon distinct stress signals such as DNA damage. Our identification of specific transcription factor motifs at Sirt6 bound sites provide a logical starting point for other regulators of Sirt6 localization.

### Impacts on gene expression

Sirt6 and RelA share a large number of direct targets and co-regulate expression of these genes. Genes under the joint control of Sirt6 and RelA include several key regulators of aging, including *CDKN2A* (encoding p16), *Shc1*, Wnt, and *LMNA*. The interplay of Sirt6 and RelA occupancy can shape several patterns of stimulus-dependent gene expression programs, as revealed in single and double knockout MEFs. Although MEF cultures can be heterogeneous, we have previously shown that the NF-κB driven gene expression program is independent of anatomical origin and is instead responsive to stress and aging [19]. Further studies revealed that Sirt6 and RelA regulate a similar set of genes by acute RNAi depleton through a similar relationship [10].

While the majority of genes with joint occupancy of Sirt6 and RelA showed the expected epistatic relationships (Sirt6 --| RelA ◊ gene), there is a surprising diversity of stimulus-dependent NF-κB responses when Sirt6 is absent (Figure 4). In other words, chromatin regulation by Sirt6 is important to maintain precise coordination among NF-κB target genes. Notably, loss of coordinate expression of NF-κB target genes is a defining characteristic of aging tissues [37]. Understanding the context of additional transcription factors and chromatin states at these genes may help to explain these quantitative differences. Furthermore, we provide evidence that the stress-dependent movement of Sirt6 away from its basal binding sites can also de-repress gene expression, yielding a reversed regulatory hierarchy (RelA --| Sirt6 --| gene, Figure 6). This latter class of genes was only appreciated due to the comprehensive epigenomic studies and integrative analyses with global gene expression patterns. One important caveat of our study is that all of our measurements are based on populations of cells, and it is now clear that variation in behavior on a cell-by-cell basis (i.e. noise) also modulates the overall NF-κB response [23]-[24]. While the observed changes in promoter occupancy and gene expression strongly indicate that target genes are directly regulated by RelA and Sirt6, some of the observed changes may also be due to indirect effect of Sirt6 or RelA inactivation. Future studies addressing genome-wide binding of NF-κB family members as well as dynamic gene expression with high temporal precision and in single cells shed light on these outstanding questions.

## Materials and Methods

### Ethics statement

All animals were handled in strict accordance with good animal practice as defined by the relevant national and/or local animal welfare bodies. All animal work was approved by the Stanford University Institutional Animal Care and Use Committee.

### Antibodies and cell lines

Antibodies specific for RELA (Abcam), SIRT6 (Abcam) and Actin (Santa Cruz) are from the indicated sources. MEFs were generated from 13.5-day-old embryos using standard methods and propagated in DMEM (Invitrogen) plus 15% FBS. MEFs were passaged a total of four times before TNF-α treatment.

### Chromatin immunoprecipitation (ChIP)

Table S1 provides a summary of all data generated and analyzed in this paper. *RelA −/−* and *Sirt6 −/−* MEFS were generated from littermate embryos derived on the same day as wildtype embryos. Biological replicates from wildtype embryos were generated from independently derived non littermate embryos, grown at separate times and treated with TNF-α on separate days. See Table S1 for details on number of independent experiments. Cells were treated with TNF-α (20 ng/ml) for the indicated times. DNA was cross-linked for 10 minutes with 1% formaldehyde and stopped in 0.125 M glycine. Purified chromatin was sonicated to ∼500 bp using the Bioruptor (Diagenode, Inc) and incubated with the indicated antibodies as previously described [10]. Following reverse cross-linking and RNase treatment, DNA was purified with the Ziagen Mini-elute Reaction Cleanup Kit and amplified using the Whole Genome Amplification kit (Sigma) as described by the manufacturer.

### ChIP-chip assays

Each amplified DNA sample was labeled according to the manufacturer's ChIP-chip protocol (Nimblegen). Briefly, each DNA sample (1 µg) was denatured in the presence of Cy5- or Cy3-labeled randon nonamers and incubated with 100 units (exo-) Klenow fragment (NEB) and dNTP mix (6 mM each in TE buffer) for 2 hours at 37°C. Reactions were terminated by addition of 0.5 M EDTA (pH 8), precipitated with isopropanol, and resuspended in water. 12 µg of Cy5-labeled ChIP sample and 6 µg of Cy-3 labeled total sample were mixed, dried and resuspended in 40 µL of buffer including hybridization buffer (Nimblegen), alignment oligonucleotides (Nimblegen) and Component A (Nimblegen). The labeled DNA samples were next denatured and hybridized to “MM8” arrays overnight at 42°C. Samples were co-hybridized with input DNA as a reference, and the microarrays (Nimblegen) contained probes tiling a total of 4 kilobases of 21,249 mouse promoters. Fluorescence intensity raw data were obtained from scanned images of the oligonucleotide tiling arrays using NIMBLESCAN 3.0 extraction software (Nimblegen). For each spot on the array, log2-ratios of the Cy5-labeled test sample versus the Cy3-labeled reference sample were calculated. To normalize across samples, the biweight mean of this log2 ratio was subtracted from each point. ChIP-chip time courses were done twice or more for most time points; representative data from single time courses are shown.

### ChIP-chip data analysis

Identification of targets: Raw Chip-chip data were normalized using RMA normalization algorithm in NimbleScan software. Peaks were called out using NimbleScan peak-calling package. We determined whether canonical NF-κBtargets identified by ChIP-seq [12], [42] and previously identified Sirt6 targets [10] were detected by for different threshold values (Figure S3). For RelA, an FDR ≤0.1 failed to retrieve 414 of 980 known canonical targets while an FDR ≤0.2 retrieved all of them. For Sirt6 an FDR ≤0.1 retrieved all the known Sirt6 targets previously identified [10]. An FDR ≤0.2 increased the number of Sirt6 targets by 5547 additional genes, of which 627 (11.3%) are also bound by RelA with an FDR ≤0.2. Compared to the 29% RelA co-occupancy with a Sirt6 FDR ≤0.1, this analysis shows that the higher confidence Sirt6 target genes tend to be co-occupied with RelA. Therefore, for Sirt6, data for all peaks with an FDR ≤0.1 were included and for RelA, data for all peaks with an FDR ≤0.2 were included. Promoter regions were defined as +/−4000 bp of RefSeq genes (mm8). Sirt6 and RelA Chip target genes were obtained by overlapping significant peaks with promoter coordinates in Galaxy, using functions of “getflanks”, “intersect”, “substract” and “join”. To determine the binding sites for Sirt6 and RelA, the list of targets was filtered to include only genes that were targets in wild-type cells and not in the negative control knockout cells (*Sirt6−/−* or *RelA−/−*, respectively).

Motif module map: To analyze cis-regulatory motifs enriched among Sirt6 and RelA direct targets, we identified promoters of genes bound by Sirt6 or RelA and tested for their enrichment (*p*<0.05, hypergeometric distribution) of sets of genes sharing the presence of cis-motifs, termed motif modules [19]. We then selected for motif modules that were induced among wild-type and *Sirt6−/−* MEFs. All motifs attributed to any of the five NF-κB family members are referred to as “NF-κB”.

GO term and KEGG pathway analyses: Functional annotations were performed using the program Database for Annotation, Visualization, and Integrated Discovery (DAVID). We used a Benjamini threshold of <0.05.

### ChIP-qPCR

Sirt6 antibody was conjugated to magnetic Protein A beads (Invitrogen) using the manufacturer supplied protocol. Prior to IP, a volume of sonicated chromatin equivalent to four times the amount used for the IP was reserved as the input sample. Three technical replicates were done for each time point shown, using an equivalent of 10,000 cells of chromatin each time. ChIP was performed using sonicated chromatin on an automated microfluidic device (modified from that previously described [35], to be detailed in a future publication), for a total of two hours on a 4°C thermocycler block, with constant mixing. After IP, RIPA buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, 140 mM NaCl) was used to wash the beads for 10 minutes, following which the beads were then eluted into thin-walled PCR tubes with a minimal amount of Dulbecco's phosphate buffered saline (DPBS). These PCR tubes were then immediately placed on a magnet and the DPBS removed with a pipette leaving only the magnetic beads. The DNA was then purified from the beads using the Chelex (Bio-Rad) resin extraction method described previously [43]. An ethanol precipitation was done on the input sample by adding 250 ul of 100% ethanol (Sigma-Aldrich), 2 ul of carrier glycoblue (Invitrogen), and 16 ul of 5 M NaCl to the sample and precipitating at −80°C for one hour. The precipitated sample was then centrifuged at 20,000 g for 15 minutes, and the supernatant discarded. The pellet was washed in 500 ul of freshly prepared and chilled 70% ethanol, and then centrifuged again at 20,000 g for 10 minutes. Finally, the supernatant was discarded and the pellet left to air dry. Once the pellet was dry, the same Chelex resin extraction was applied in parallel with the IP samples. The purified DNA was used directly in the real-time quantitative SYBR green PCR reactions. Sequences of PCR primers used are provided in the Table S4.

### Microarray-based RNA expression assays

MEFs were derived from littermate embryos. Total RNA was extracted with TRIzol (Invitrogen) from mouse embryonic fibroblasts following TNF-α treatment (20 ng/mL) for the indicated times. RNA was labeled with Cy5 and hybridized to whole genome mouse bead arrays (Illumina). Genes that were induced with an absolute detection value of 100 in any sample during the time course were selected and normalized to the untreated wild-type sample. All genes and samples were next organized by hierarchical clustering [44].

### Real-time quantitative RT-PCR

Total RNA was extracted with TRIzol. RT-qPCR was performed using total RNA (50 ng), Taqman One Step RT-PCR master mix, and one of the following Taqman assays: GAPDH (Mm99999915g1*), NFKB1 (Mm00476361_m1*), NFKB2 (Mm00479807_m1*), NFKBia (Mm00477798_m1*), Cdkn2a/p14 (Mm01257348_m1), Cdkn2a/p16 (Mm00494449_m1*), Gadd45b (Mm00435123_m1*) and Lmna (Mm00497787_g1). All Taqman reagents were from Applied Biosystems. Reactions were in triplicate for each sample and preformed a minimum of three times. Data were normalized to GAPDH levels.

### URLs

Primary microarray data are available at Stanford Microarray Database (http://smd.stanford.edu) and GEO (http://www.ncbi.nlm.nih.gov/geo/) with accession GSE28641.

## Supporting Information

Figure S1 Western analysis of Sirt6 and RelA protein levels. (A) Immunoblot of Sirt6 in wild-type and *Sirt6−/−* MEFs. (B) Immunoblot of RelA in wild-type and *RelA−/−* MEFs. (C) Two biological replicates of the Sirt6 ChIP-qPCR demonstrating that Sirt6 is recruited to the promoters of *Nfkbia* and *Nfkb2*. MEF cells independently derived from two WT mouse embryos were treated with TNF-α (20 ng/ml) for 0 or 30 minutes. ChIP with α-Sirt6 antibodies was preformed and percent Sirt6 occupancy is shown relative to input. Mean of two technical replicates is shown.
(EPS)

Figure S2 Sirt6 occupany at promoters not shared by RelA. Heat map displaying the Sirt6 ChIP binding data in wild-type and *RelA−/−* MEFs following TNF-α treatment for 3569 gene promoters that are bound by Sirt6 but not RelA. Sirt6 occupancy at many promoters in wildtype cellsis altered in *RelA−/−* cells at baseline and upon TNF-α stimulation indicating that our assay is not sensitive enough to detect co-occupancy or that RelA may exert indirect effects on Sirt6 localization.
(EPS)

Figure S3 Comparison of FDR of ≤0.1 and ≤0.2 in RelA Chip-chip signals. RelA ChIP-chip signal time course in WT and *RelA* KO MEFs using different FDRs demonstrate that an FDR of ≤0.1 fails to retrieve known and authentic RelA target genes such as *Bcl2a1a, Ill6, Cxcl1* and *Nfkbiz* while an FDR of ≤0.2 retrieves these targets.
(EPS)

Table S1 List of Experiments Preformed. Description of cell genotype, TNFα treatment time, experiment type and analysis, number of technical and biological replicates, and figure number for all experiments preformed.
(XLSX)

Table S2 List of 5050 Sirt6 targets. Gene name and NCBI Gene ID for the Sirt6 targets identified by ChIP-chip.
(XLSX)

Table S3 List of 2734 RelA targets. Gene name and NCBI Gene ID for the RelA targets identified by ChIP-chip.
(XLSX)

Table S4 List of ChIP-qPCR primers. Primer sequences used for validation of ChIP-chip.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

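RNA levels in mouse embryonic fibroblasts of 3 genotypes (wild-type, *Sirt6−/−* and *Sirt6−/−RelA−/−*) were measured on Illumina mouse bead arrays at 0, 1.5, 6 and 24 h of TNF-α at 20 ng/mL. There are 12 arrays, 1 for each condition. The values used are the authors' processed intensities. They are on a linear scale, background subtracted and scaled between arrays by the authors. The labels name GenomeStudio without a version or settings, and the method of scaling is not named. Negative values occur on every array, and upper quartiles were 147 to 152, so the arrays had not been made identical in distribution. A second table of non-normalized signals and detection p-values was not used, because its 12 signal columns could not be assigned to samples from their names. The planned background correction of those signals and the planned filters on detection p-values were therefore replaced by the processed intensities and by the paper's detection value alone.

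Values under 16 were set to 16 and log2 was taken. The largest root mean square of the negative values on an array was 6.11. Of 25697 probes, the 23978 with a single gene symbol were used, and genes with an intensity of at least 100 on any array were tested. For the 1461 genes with several probes, the brightest probe was taken. This gave 6096 genes. Genotypes were compared by limma 3.58.1 in R 4.3.3 with genotype and time as terms, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The response to TNF-α at 1.5 h and its difference in *Sirt6−/−RelA−/−* cells came from a fit with separate time terms for *Sirt6−/−RelA−/−* cells. The effects at single times are differences of single arrays and have no test.

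Of 36 gene lists, 27 had at least 5 measured genes and were tested by camera with a preset correlation of 0.01 for 5 comparisons, and also with an estimated correlation and with fry (statmod 1.5.0). The lists cover the genes the paper names in its classes and elsewhere, the NF-κB family and its feedback, inflammatory cytokines and chemokines, immediate early genes, the interferon response, antigen presentation by MHC class I, glycolysis and HIF targets, the TCA cycle, p53 targets, senescence and aging regulators, the cell cycle, IGF and oncofetal genes, DNA repair, ribosomal proteins, fibroblast extracellular matrix, contractile and smooth muscle genes, skeletal muscle, macrophage and blood cell, epithelial, endothelial, neural and glial, adipocyte, and chondrocyte and bone markers, Hox genes, other positional transcription factors, sex-linked genes, neighbours of *Sirt6* and of *Rela*, sirtuins, and unfolded protein and oxidative stress. Named genes are *Sirt6*, *Rela*, the genes the paper names, the 10 largest changes each way of each comparison and the 4 largest members of each list. The 10 largest changes were taken from genes with an adjusted p under 0.05 and the same direction at all 4 times. For TNF-α the direction had to be the same in wild-type and *Sirt6−/−* cells.

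The paper gives its expression classes in words. They were counted here with a minimum log2 difference of 0.3. The All-Up, TNF-Up and Zero-Up counts did not require a fall in *Sirt6−/−RelA−/−* cells, which the paper's classes do. Shares have exact Clopper-Pearson intervals at 95%, which treat genes as independent and do not cover variation between arrays or cultures. The share of genes that fall again in *Sirt6−/−RelA−/−* cells was set beside 20 simulated groups without change. Calls were tested on simulated data, in which 94.0% of genes changed by 1 on the log2 scale were recovered for a genotype comparison, 59.7% for TNF-α at 1.5 h and 1.49% for its difference in *Sirt6−/−RelA−/−* cells. Alternatives covered the filter, the probes of a gene, the variance prior, the terms and arrays in the fit, the minimum changes and each time or array left out. A floor of 32, an offset of 50, quantile normalization, centring of each array on its median and leaving out the wild-type 0 h array were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.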

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

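The tests of TNF induction and of the state of the untreated sample for the wild-type 0 h array, those on skeletal muscle genes, and the shares compared with *Sirt6−/−RelA−/−* cells, were chosen only after the result was seen.

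The wild-type 0 h array stood apart from the 3 other wild-type arrays, with a mean correlation of 0.973 across genes and 153 genes at least 2-fold from the median of its genotype. On the later wild-type arrays 119 genes were at least 2-fold higher than on it, against 52 in *Sirt6−/−* cells. After quantile normalization these numbers were 108 and 50, which argues against scaling that depends on intensity. Of the 119 genes, 49 (41.2%, exact 95% interval 32.2% to 50.6%, which treats genes as independent) rose by at least 0.5 in *Sirt6−/−* cells, so induction by TNF-α stays open for part of them. Over the 70 others, *Sirt6−/−RelA−/−* cells at 0 h exceeded wild-type cells at 0 h by a median of 1.00, but these genes were chosen for low values on that wild-type array, so this decides nothing, and a state of the untreated wild-type sample that the other untreated samples lack, technical or biological in source, stays open.

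Skeletal muscle markers were tested if they reached 100 on any array, and *Actc1*, *Myl1*, *Tnnc1*, *Tnnc2* and *Tnnt1* did so only on *Sirt6−/−* arrays. All 9 measured skeletal muscle markers were higher in *Sirt6−/−* than in wild-type cells, which follows in part from this choice. The paper does not discuss these genes. In *Sirt6−/−RelA−/−* against wild-type cells, 4 of them, *Acta1*, *Chrna1*, *Des* and *Myl4*, were higher and 0 lower (4 when adjusted over the list alone; median of the list 0.32, camera adjusted p = 0.0139, and adjusted p = 0.310 with an estimated correlation). In *Sirt6−/−RelA−/−* against *Sirt6−/−* cells 7 of the 9 (77.8%) were lower, among them *Myl1*, *Actc1* and *Tnnc1*, which argues against loss of Sirt6 by itself as the cause for all of the markers, since *Sirt6−/−RelA−/−* cells lack Sirt6 too. Loss of Sirt6 by itself stays open for the 2 others, *Acta1* and *Chrna1* (median 1.44 in *Sirt6−/−RelA−/−* against wild-type cells). It stays open for part of the rise of *Des* too, with mean intensities of 83.8 in wild-type, 1066 in *Sirt6−/−* and 515 in *Sirt6−/−RelA−/−* cells. Skeletal muscle cells in the *Sirt6−/−* culture stay open too, since the share of 100% is the observation itself (*Ckm* was at most 7.06, *Myod1* 10.3 and *Myog* 50.1 on any array), and for the 7 markers lower in *Sirt6−/−RelA−/−* than in *Sirt6−/−* cells loss of Sirt6 acting through RelA (median of the list -2.78) cannot be told apart from a difference between cultures, with 1 culture series per genotype.

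Genes higher in *Sirt6−/−* cells fell again in *Sirt6−/−RelA−/−* cells at a share of 49.6%. With separate arrays the lower share was 44.7%, against 7.19% in simulated groups, which argues against the shared *Sirt6−/−* arrays as the whole cause. The simulated groups hold no difference between cultures. Compared with *Sirt6−/−RelA−/−* cells the share was 73.4% (802 of 1093) for *Sirt6−/−* and 51.5% for wild-type cells, and compared with wild-type cells 49.6% for *Sirt6−/−* and 19.8% for *Sirt6−/−RelA−/−* cells, but in the opposite direction, compared with *Sirt6−/−RelA−/−* cells, 65.3% for *Sirt6−/−* and 63.0% for wild-type cells (compared with wild-type cells, 64.2% for *Sirt6−/−* and 38.6% for *Sirt6−/−RelA−/−* cells), so that the excess for *Sirt6−/−* cells varies and a pattern that any culture set between the others gives stays open, with 1 culture per genotype. The share of higher genes that fall was below the share of lower genes that return by a difference of -14.6 percentage points. That the *Sirt6−/−* culture stands apart in both directions cannot be told apart from regulation by Sirt6 and RelA, because each genotype is confounded with its culture.

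The *Sirt6−/−RelA−/−* 24 h array stood apart from its genotype with 32 genes at least 2-fold from the median. Of 18 such tests of arrays 3 passed, where chance passes about 1 in 20. The response to TNF-α at 1.5 h differed between *Sirt6−/−RelA−/−* and the other cells for 4 genes by limma, *Ccl5*, *Cxcl1*, *Cxcl10* and *Icam1*, for 1 without the *Sirt6−/−* 1.5 h array and for 9 without the 24 h arrays. All 5 measured macrophage and blood cell markers were lower in *Sirt6−/−* than in wild-type cells, in genes the paper does not discuss. Of these, *Adgre1*, *Cd14* and *Cd52* reached the detection value only on wild-type arrays, so their direction follows in part from the filter. The Y-linked gene *Eif2s3y* had a mean intensity of 835 on the *Sirt6−/−RelA−/−* arrays, where *Xist* had 7.22 against 96.5 in wild-type cells.

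The other 4 against 4 splits of the arrays, in a fit of 8 arrays, cannot exclude chance. Every other split mixes arrays of both cultures in each group, so the difference between cultures enters the residual and few calls follow by design. Chance between cultures was not tested, since the 4 arrays of a genotype are 1 culture series. For *Sirt6−/−* against wild-type cells, 1 of 32 splits, the real one, gave as many calls (2298, highest other 0). The same held for *Sirt6−/−RelA−/−* against *Sirt6−/−* cells (1 of 32, 2476 calls, highest other 0) and for *Sirt6−/−RelA−/−* against wild-type cells (1 of 32, 677 calls, highest other 0). A further 3 splits could not be fitted for each.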

How the results depend on the processing

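The floor of 32, the offset of 50, quantile normalization, centring on the median and leaving out the wild-type 0 h array or, for the class tallies, the 0 h arrays were chosen after the data were seen. Of the values of named genes under the alternatives, 1619 kept direction and side of the threshold, 58 no longer passed, 10 newly passed and 13 reversed. Of counts and shares, 161 stayed within their limits and 57 moved. The cause was not tested for any of these, except where fewer arrays or a larger minimum change give fewer calls by construction.

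With a minimum change of 1, 405, 267 and 125 genes passed for *Sirt6−/−* against wild-type, *Sirt6−/−RelA−/−* against *Sirt6−/−* and *Sirt6−/−RelA−/−* against wild-type cells. With no filter, *Sirt6−/−RelA−/−* against wild-type cells gave 674 genes, TNF-α at 1.5 h 2 and its difference in *Sirt6−/−RelA−/−* cells 265, and the TNF-Up and antagonistic tallies were 1156 and 1214. With only the 8 arrays of both genotypes, *Sirt6−/−RelA−/−* against wild-type cells gave 677, and an additive fit gave 16 for TNF-α. The difference in TNF-α response in *Sirt6−/−RelA−/−* cells gave 1 gene with the mean of a gene's probes, 1 after quantile normalization, 9 with an offset of 50 and 9 with a trended, robust variance prior. Leaving out each time or array gave 1753 to 2729 genes for *Sirt6−/−* against wild-type cells, 1142 to 2431 for *Sirt6−/−RelA−/−* against *Sirt6−/−* cells (1239 without the 1.5 h and 1142 without the 6 h arrays), 484 to 1427 for *Sirt6−/−RelA−/−* against wild-type cells (650 without the 1.5 h and 484 without the 6 h arrays, and 744, 825 and 699 without the wild-type 6 h, *Sirt6−/−RelA−/−* 1.5 h and *Sirt6−/−RelA−/−* 6 h array), 21 to 592 for TNF-α (21, 24 and 592 without the wild-type 1.5 h, *Sirt6−/−* 1.5 h and *Sirt6−/−* 0 h array) and 1 to 9 for its difference (1 without the *Sirt6−/−* 1.5 h array, and 9 without the 24 h arrays or the wild-type or *Sirt6−/−* 24 h array). Of 44 list tests called, 6 passed with an estimated correlation, and 28 (without the 1.5 h arrays) to 48 were called with arrays left out. Of the 2569, 1893 and 1253 genes called in the 3 genotype comparisons and 52 for TNF-α, 2320, 1832, 903 and 43 were also called after quantile normalization, and 2321, 1893, 1068 and 43 without the wild-type 0 h array.

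Genes at least 2-fold up at 1.5 h numbered 71 in wild-type, 28 in *Sirt6−/−* and 0 in *Sirt6−/−RelA−/−* cells with an offset of 50, 98 in wild-type cells after centring, 1 in *Sirt6−/−RelA−/−* cells after quantile normalization, and 759, 105 and 25 in the 3 genotypes with a minimum of 1.5-fold. With a class minimum of 0, the All-Up, TNF-Up, Inverse and antagonistic tallies were 1862, 793, 1047 and 2396. With 0.6, the All-Up, TNF-Up, Zero-Up, Inverse, RelA-inhibited and antagonistic tallies were 313, 180, 570, 3, 127 and 262. The Inverse tally was 20 with an offset of 50 and the RelA-inhibited tally 166 after centring. Without the 0 h arrays the All-Up, Inverse, RelA-inhibited and antagonistic tallies were 949, 40, 335 and 834. The antagonistic share was 45.7% with an offset of 50, 56.5% after quantile normalization, 55.8% after centring, 70.1% with a minimum of 0 and 41.7% with 0.6, and 44.1% to 52.1% with times left out.

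The reversed values, none past the threshold, are for *Sirt6−/−* against wild-type cells *Rps3* -0.00426 and *Bcl10* -0.0176 after quantile normalization, *Dusp14* -0.0326 after centring, *Rhoc* -0.0191 with the mean of probes, -0.108 after quantile normalization and -0.0649 after centring, and *Map4k5* 0.237 with no filter, which takes another probe. With times left out, *Dusp14* ranged from -0.0274 to 0.0817, *Rhoc* from -0.0643 to 0.0398 and *Lmna* from -0.236 to 0.113. For *Sirt6−/−RelA−/−* against *Sirt6−/−* cells *Bcl2l1* ranged from -0.0224 to 0.226, and for *Sirt6−/−RelA−/−* against wild-type cells *Map4k5* was 0.0260 with no filter.

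Alternatives that need the table not used here (no background correction, another background correction with median scaling, detection p-values, slides) were not run. The processed intensities and the detection value of 100 alone, planned as alternatives, are the values reported. Signal over background limits genes near the floor of 16, which is 2.62 times the largest root mean square of the negative values.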

Differences from the paper's values

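Among the settings run, the tests with a floor of 32, an offset of 50, quantile normalization and centring were chosen after the data were seen, and the others were set before the data were examined. The paper gives fold changes for some of these genes from quantitative PCR, a separate measurement, and its counts from the arrays are of promoters bound by both proteins, a set not rebuilt here, so only genes and directions are compared.

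For the All-Up class, *Cdkn2a*, *Mdm2*, *Cd40*, *Ralb* and *Trp53bp1* were in the class here, with differences between *Sirt6−/−* and wild-type cells of 1.10, 1.24, 2.09, 0.57 and 0.48. The paper formed its class from genes reduced again in *Sirt6−/−RelA−/−* cells, which the class here did not require. From *Sirt6−/−* to *Sirt6−/−RelA−/−* cells these genes differed by -0.95, -0.53, -1.90, -0.26 and -0.22. *Ralb* and *Trp53bp1* thus missed a fall of 0.3, and were also in the RelA-inhibited class here. *Trp53bp1* leaves the All-Up class with the mean of its probes (the second gave 0.19), after quantile normalization or centring and with a minimum of 0.6, and *Ralb* with 0.6. The paper places *Gadd45b* and *Rps3* in it, and their differences were 0.08 and 0.15, without passing limma and in the class under no setting run. *Shc1* (0.33) and *Sirt2* (0.32) passed limma and are in the class with a minimum of 0 in place of 0.3. *Wnt2* is in the class with no filter. By quantitative PCR the paper has *Gadd45b* higher in untreated *Sirt6−/−* than in wild-type cells and induced by TNF-α in both but not in *Sirt6−/−RelA−/−* cells. On the arrays *Gadd45b* was higher by 0.26 at 0 h, and its responses at 1.5 h were 0.81 in wild-type, 0.67 in *Sirt6−/−* and 0.14 in *Sirt6−/−RelA−/−* cells. By quantitative PCR the paper has p16 RNA very weakly induced by TNF-α in wild-type cells, more so in *Sirt6−/−* cells and not without RelA. The array probe used for *Cdkn2a* went from 129 to 126, 214 to 310 and 105 to 135 in these genotypes at 1.5 h, on single arrays.

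The paper places *Relb*, *Ccl2*, *Nfkbia*, *Nfkb2* and *Bcl10* among genes higher in *Sirt6−/−* cells on TNF-α. The differences over the treated arrays were -0.41, -0.21, -0.19, -0.21 and 0.18. A minimum of 0 puts *Bcl10* in the class, and at 1.5 h alone *Nfkbia* was higher by 0.25. By quantitative PCR the paper has *Nfkbia* and *Nfkb2* induced more in *Sirt6−/−* than in wild-type cells at 1.5 h and not induced in *Sirt6−/−RelA−/−* cells. On the arrays the responses at 1.5 h were 2.25 in wild-type, 2.76 in *Sirt6−/−* and 1.14 in *Sirt6−/−RelA−/−* cells for *Nfkbia*, and 1.08, 1.46 and 0.14 for *Nfkb2*.

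The paper places *Dusp14*, *Bcl2l1* and *Rhoc* among genes higher in untreated *Sirt6−/−* cells. The differences at 0 h were 0.09, 0.03 and -0.12 by their brightest probes, and no setting run put them in the class. Other probes were higher in *Sirt6−/−* than in wild-type cells at 0 h, in the paper's direction. For *Rhoc* the second probe read 607 against 506, and for *Bcl2l1* dimmer probes read 55.1 against 40.0 and 53.6 against 34.9.

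The paper describes *Lmna* as lower in *Sirt6−/−* cells and higher in *Sirt6−/−RelA−/−* cells. Its brightest probe gave -0.05 and 0.35, neither past the threshold, although 0.35 passes with only the 8 arrays of the 2 genotypes (adjusted p = 0.0187). The mean of its probes gave -0.28 and 0.52, both past it, and a minimum of 0 puts *Lmna* in the Inverse class. By quantitative PCR the paper has *Lmna* lower in untreated knockout cells of both kinds than in untreated wild-type cells. There it fell on TNF-α in wild-type and *Sirt6−/−* cells and rose in *Sirt6−/−RelA−/−* cells. On the arrays *Lmna* at 0 h was 0.52 higher in *Sirt6−/−* and 0.98 higher in *Sirt6−/−RelA−/−* than in wild-type cells, and at 1.5 h it changed by 0.93 in wild-type and -0.09 in *Sirt6−/−RelA−/−* cells, each from single arrays, the first 3 of them with the wild-type 0 h array and all with the brightest probe. The 4 other probes of *Lmna* at 0 h had intensities of 5210, 2938, 2966 and 1609 in wild-type cells, lower ones of 4017, 1986, 2208 and 1064 in *Sirt6−/−* cells, in the paper's direction, and higher ones of 5677, 4114, 3616 and 1765 in *Sirt6−/−RelA−/−* cells, and at 1.5 h 5292, 2879, 2748 and 1513 in wild-type cells. At 1.5 h they rose to 4549, 2800, 2574 and 1278 in *Sirt6−/−* cells, and the brightest probe rose from 4871 to 6071. In *Sirt6−/−RelA−/−* cells the 4 fell to 5460, 3551, 3363 and 1451. Both changes, from single arrays, go against the paper's direction.

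The paper describes *Tinagl1*, *Pkia*, *Tnfrsf11b* and *Sdc2* as repressed by TNF-α in wild-type and induced in *Sirt6−/−* cells. Their differences between 1.5 h and 0 h in *Sirt6−/−* cells were 0.04, -0.39, -0.01 and 0.09.

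The paper places *Mapk9* and *Fbxo4* among genes that stay higher in *Sirt6−/−RelA−/−* cells. *Mapk9* was in the RelA-inhibited class, with 0.44 in *Sirt6−/−* against wild-type and -0.18 in *Sirt6−/−RelA−/−* against *Sirt6−/−* cells. Its other probes gave 0.14 and 0.16 for the first, and it leaves the class with the mean of its probes, after quantile normalization and with a minimum of 0 or 0.6. *Fbxo4* gave 0.10 and was in the class under no setting run.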

Other observations

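No tests in this part were chosen after the result was seen. Genes of contraction and smooth muscle rose in *Sirt6−/−* cells, and genes of DNA repair fell. Of 13 contractile and smooth muscle genes, 10 were higher in *Sirt6−/−* than in wild-type cells and 0 lower (10 when adjusted over the list alone; camera adjusted p = 0.00219, and adjusted p = 0.338 with an estimated correlation), among them the smooth muscle myosin gene *Myh11* (2.45). Of 6 neural and glial markers, 5 were higher (6 when adjusted over the list alone; camera adjusted p = 0.00915, and adjusted p = 0.184 with an estimated correlation), such as *Stmn2* (1.39). Of 10 genes of DNA repair, 6 were lower and 1 higher (7 and 1 when adjusted over the list alone; camera adjusted p = 0.00989, and adjusted p = 0.304 with an estimated correlation), with the DNA ligase gene *Lig1* at -1.18 and *Parp1* at -0.66. Of 24 genes of fibroblast extracellular matrix, 9 were higher and 8 lower (9 and 8 when adjusted over the list alone; camera adjusted p = 0.532), with the elastin gene *Eln* at 2.42 and *Lum* at -2.27.

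Inflammatory genes were lower without RelA. In *Sirt6−/−RelA−/−* against wild-type cells, 12 of 21 inflammatory cytokines, chemokines and related genes were lower and 1 higher (17 and 1 when adjusted over the list alone; camera adjusted p = 3.36e-12, and adjusted p = 0.299 with an estimated correlation), and 6 of 12 genes of the NF-κB family and its feedback were lower and 0 higher (8 lower when adjusted over the list alone; camera adjusted p = 1.71e-06, and adjusted p = 0.297 with an estimated correlation). In *Sirt6−/−RelA−/−* against *Sirt6−/−* cells, 12 of the 21 were lower and 1 higher (13 and 1 when adjusted over the list alone; camera adjusted p = 1.31e-06, and adjusted p = 0.441 with an estimated correlation), and 8 of the 12 lower (8 when adjusted over the list alone; camera adjusted p = 0.000552, and adjusted p = 0.376 with an estimated correlation). In *Sirt6−/−* against wild-type cells, *Tnfaip3*, which encodes the inhibitor A20, was higher by 0.80, *Cx3cl1* by 1.53 and *Cxcl12* by 1.40. *Cxcl5* was 5.69-fold lower in the fit, with 1 *Sirt6−/−* array at the floor. Neither list passed in this comparison (camera adjusted p = 0.861 and 0.401).

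The other lists did not pass camera in *Sirt6−/−* against wild-type cells. Higher and lower members, of those measured, were 2 and 4 of 12 immediate early genes, 2 and 0 of 9 interferon response genes, 1 and 1 of 6 genes of antigen presentation, 4 and 6 of 21 genes of glycolysis and HIF targets, 1 and 0 of 14 genes of the TCA cycle, 4 and 2 of 9 IGF and oncofetal genes, 4 and 1 of 26 ribosomal protein genes, 1 and 1 of 5 positional transcription factors, 2 and 1 of 5 sirtuins, 2 and 4 of 13 genes of unfolded protein and oxidative stress, 0 and 0 of 7 neighbours of *Sirt6*, 1 and 3 of 10 neighbours of *Rela* and 5 and 1 of 14 other genes the paper names. Adjusted over the list alone, these were 2 and 4, 2 and 0, 0 and 0, 5 and 6, 1 and 0, 4 and 2, 1 and 1, 1 and 1, 2 and 1, 2 and 4, 0 and 0, 1 and 3, and 5 and 1. The adjusted p-values from camera were, in the same order, 0.532, 0.861, 0.942, 0.991, 0.962, 0.545, 0.513, 0.711, 0.861, 0.302, 0.861, 0.532 and 0.328.

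Lists with too few measured genes for camera had these members. Among 2 epithelial markers, the tight junction gene *Cldn4* rose from a mean intensity of 7.54 in wild-type to 181 in *Sirt6−/−* cells, and *Krt19* had a difference of 0.22. Of 3 endothelial markers, *Emcn* rose from 1.83 to 113, *Egfl7* fell by 0.42 and *Flt1* had a difference of -0.14. The adipocyte marker *Scd1* fell by 0.64 and the cartilage collagen gene *Col2a1* fell by 1.33. Of 3 sex-linked genes, 0 changed between *Sirt6−/−* and wild-type cells by limma (0 when adjusted over the list alone), while in *Sirt6−/−RelA−/−* against either other genotype *Eif2s3y* and *Kdm5d* were higher and *Xist* lower, 2 and 1 (2 and 1 when adjusted over the list alone), and *Kdm5d* had a mean intensity of 98.7 in *Sirt6−/−RelA−/−* and 4.68 in wild-type cells.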
